# Thioredoxin reductase is a key factor in the oxidative stress response of *Lactobacillus plantarum *WCFS1

**DOI:** 10.1186/1475-2859-6-29

**Published:** 2007-08-28

**Authors:** L Mariela Serrano, Douwe Molenaar, Michiel Wels, Bas Teusink, Peter A Bron, Willem M de Vos, Eddy J Smid

## Abstract

**Background:**

Thioredoxin (TRX) is a powerful disulfide oxido-reductase that catalyzes a wide spectrum of redox reactions in the cell. The aim of this study is to elucidate the role of the TRX system in the oxidative stress response in *Lactobacillus plantarum *WCFS1.

**Results:**

We have identified the *trxB1*-encoded thioredoxin reductase (TR) as a key enzyme in the oxidative stress response of *Lactobacillus plantarum *WCFS1.

Overexpression of the *trxB1 *gene resulted in a 3-fold higher TR activity in comparison to the wild-type strain. Subsequently, higher TR activity was associated with an increased resistance towards oxidative stress. We further determined the global transcriptional response to hydrogen peroxide stress in the *trxB1*-overexpression and wild-type strains grown in continuous cultures. Hydrogen peroxide stress and overproduction of TR collectively resulted in the up-regulation of 267 genes. Additionally, gene expression profiling showed significant differential expression of 27 genes in the *trxB1*-overexpression strain. Over expression of *trxB1 *was found to activate genes associated with DNA repair and stress mechanisms as well as genes associated with the activity of biosynthetic pathways for purine and sulfur-containing amino acids. A total of 16 genes showed a response to both TR overproduction and hydrogen peroxide stress. These genes are involved in the purine metabolism, energy metabolism (*gapB*) as well as in stress-response (*groEL*, *npr2*), and manganese transport (*mntH2*).

**Conclusion:**

Based on our findings we propose that overproduction of the *trxB1*-encoded TR in *L. plantarum *improves tolerance towards oxidative stress. This response coincides with simultaneous induction of a group of 16 transcripts of genes. Within this group of genes, most are associated with oxidative stress response. The obtained crossover between datasets may explain the phenotype of the *trxB1*-overexpression strain, which appears to be prepared for encountering oxidative stress. This latter property can be used for engineering robustness towards oxidative stress in industrial strains of *L. plantarum*.

## Background

TRX was first characterized as a sole electron donor for ribonucleotide reductase in *Escherichia coli *[1]. The catalytic activity of these oxido-reductases can be attributed to the -CXXC- motif found in these proteins. At this cysteine-rich site electrons are transferred from the reduced TRX towards the substrate (proteins, disulfides, etc). The resulting oxidized TRX is regenerated via thioredoxin reductase (TR) using NADPH as a cofactor. Throughout the years, studies on the effect of the ubiquitous and conserved TRX in cellular metabolism have revealed that it plays a significant role in a variety of processes, including oxidative stress, protein repair, and RNA biosynthesis [2-4].

Intensive research on the role of TRX and TR include the use of transcriptomics and proteomics approaches. Studies with *Bacillus subtilis *and *Oenococcus oeni *showed that gene *trxA *was induced under stress conditions like heat and hydrogen peroxide stress [5,6]. In addition, gene expression studies in *E. coli *elucidated that under hydrogen peroxide stress, OxyR (transcription regulator activated by hydrogen peroxide in the cell) exerts transcription regulation on the TRX system [3]. Proteomic studies in microorganisms have allowed the identification of a range of TRX-targeted proteins via the use of a Tandem Affinity Purification tag. In addition, the *in-vivo *TRX-interacting proteins in *Saccaromyces cerevisiae *were identified using yeast two-hybrid systems [7]. Both proteomic approaches revealed possible associations within the complex networks of redox regulation in microorganisms and TRX and underlines the broad impact of the TRX system in the metabolic and regulatory network of the cell.

The reducing power of the TRX system and the glutaredoxin system is essential for all organisms. Furthermore, these two systems are suggested to be the only systems that maintain the cytoplasm of the cell in the reduced state [8]. While glutathione is found in eukaryotes and Gram-negative bacteria, it has been reported that most Gram-positive bacteria lack the ability to synthesize glutathione but rather import it from the environment. This is the case for *B. subtilis*, *Listeria monocytogenes*, and *Lactobacillus plantarum *[9]. In the latter organism the gene *gshB *which is involved in the second step for the synthesis of glutathione (glutathione synthase), has not been identified in the genome sequence [10]. Hence, it is believed that in *L. plantarum *the TRX system is the only active thiol-reducing system.

Little is known about the TRX system and its function in *L. plantarum*. This flexible and versatile bacterium is a member of the human gut microbiota, and is commonly used in fermented foods. The purpose of this study is to characterize the TRX system in *L. plantarum *WCFS1 pursuing a functional genomics approach where transcriptomics, enzyme activity assays, and bioinformatics studies will be used. This investigation clarifies the suggested roles of TR in the response of *L. plantarum *WCFS1 to oxidative stress. Finally, this study unveils the role of TRX reductase or the TRX system as a redox sensor in the cell.

## Results

### *In silico *analysis of the TRX system

The annotated genome of *L. plantarum *WCFS1 [10] reveals that the TRX system in this organism is composed by six ORF's (Open Reading Frames). Four genes are annotated as TRX encoding genes: *trxA1 *(lp_0236), *trxA2 *(lp_2270), *trxA3 *(lp_3437), and *trxH *(lp_2633). The other two genes *trxB1 *(lp_0761) and *trxB2 *(lp_2585) are annotated respectively as TR and nucleotide-disulphide oxidoreductase. These six genes are dispersed throughout the genome and are highly conserved within *L. plantarum *strains regardless of their ecological niche [11].

Bioinformatics tools were used to investigate the evolutionary relationship of the TRX genes in *L. plantarum *WCFS1. The translated gene sequences for *trxA2 *and *trxB1 *from *L. plantarum *WCFS1 showed the highest homology (p_scores _higher than e^-152^) to characterized TRX and TR respectively of different organisms such as *L. lactis *and *B. subtilis*. In *L. plantarum trxB1 *and *trxB2 *have a 28% similarity at the protein level. The orthologous relation of *trxB1 *from *L. plantarum *WCFS1 with *trxB *of *B. subtilis *and the similarity in the alignment with other *trxB *genes (including *trxB *of *E. coli*) suggests a molecular function of *trxB1 *as TR. Interestingly, the sequence of *trxB2 *does not possess an active center -CACV- which is an essential characteristic of the TR suggesting that this ORF does not have the potential of reducing TRX. By phylogeny analysis it was determined that the *trxB2*- encoding protein of *L. plantarum *WFCS1 is orthologous to the *B. subtilis *protein YUMC suggesting that these two sequences have the same molecular function namely to act as a ferredoxin NAD(P) reductase [12].

### *In vivo *functionality of the TRX system

The *in vivo *functionality of the complete TRX system was studied by quantitative PCR (q-PCR) of RNA isolated from *L. plantarum *WCFS1 grown in CDM at 37°C under anaerobic and oxidative stress conditions. The cultures were exposed to different temperatures or redox environments created by the addition of diamide or DTT to the medium. The relative expression expressed in arbitrary units (Au) of the six different transcripts that compose the TRX system is presented in Table 1. We observed that *trxA2 *and *trxB1 *were relatively higher expressed under all studied conditions when compared to the other *trxA's *and *trxB2 *respectively. Moreover, transcript *trxB2 *and *trxA2 *were respectively higher expressed when the bacterium was cultivated at 37°C compared to the other four studied transcripts evaluated at the same incubation temperature. When comparing the effect of different growth conditions within each probe, we observed -with the exception of *trxB2*- that the highest expression of each studied transcript is observed under diamide exposure compared to when grown with DTT or different temperatures (37°C and 30°C). Our observations suggest a role for both *trxA2 *and *trxB1 *genes in the response mechanism of this bacterium towards oxidative stress while the gene, *trxB2 *together with *trxA2 *could play a role during a heat shock or reductive stress.

**Table 1:** Relative expression levels of *trxA1*, *trxA2*, *trxA3*, *trxH*, *trxB1*, and *trxB2 *in *Lactobacillus plantarum *grown under different oxidative environments.

	***trxA1***		***trxA2***		***trxA3***		***trxH***		***trxB1***		***trxB2***	
	
Sample	*AV*^5^	*stdev*	*AV*^5^	*stdev*	*AV*^5^	*stdev*	*AV*^5^	*stdev*	*AV*^5^	*stdev*	*AV*^5^	*stdev*
A^1^	115,95	67	186,78	28	128,83	33	94,80	32	197,93	12	151,40	27
B^2^	98,18	66	506,75	23	122,20	7	132,15	33	367,80	47	392,55	14
C^3^	156,50	33	357,43	68	152,20	41	138,13	18	180,75	55	304,17	69
D^4^	240,25	30	2104,90	124	870,00	8	380,05	81	1258,68	102	139,43	65

^1^RNA extracted at OD_600 _= 1.5 from *L. plantarum *WCFS1 grown at 30°C on CDM with 0.5% Glucose

^2^RNA extracted from *L. plantarum *WCFS1 extracted at OD_600 _= 1.5 when grown at 37°C on CDM containing 0.5% Glucose.

^3^RNA isolated at OD_600 _= 1.5 from *L. plantarum *WCFS1 grown at 37°C in CDM containing 0.5% Glucose until OD_600 _= 1.0 when diamide was added to a final concentration of 5 mM

^4^RNA isolated at OD_600 _= 1.5 from *L. plantarum *WCFS1 grown at 37°C on CDM with 0.5% Glucose until OD_600 _= 1.0 when DTT was added to a final concentration of 5 mM

Based on the gene expression data and the *in silico *sequence analysis; we propose that *trxB1 *is coding for the main TR in the TRX system in *L. plantarum *WCFS1. To study the role of this enzyme in more detail, we constructed *L. plantarum *strains with elevated expression levels of *trxB1*.

### Overproduction of TR

Overproduction of TR was achieved using the NICE expression system [13]. The transformant (*L. plantarum *NZ7601), carries the gene *trxB1 *under the control of the nisin promoter. Strain NZ7601 displayed five-fold higher TR activity after induction with 50 ng/ml nisinZ compared to the wild type strain NZ7606 (data not shown). The strain NZ7601 is able to reduce more than 1000 nmol DTNB·(min·mg prot)^-1 ^compared to 300 nmol DTNB·(min·mg prot)^-1 ^when no nisin is added to the medium (Fig. 1). The TR activity of NZ7601 without the addition of nisin corresponded to the TR activity of the control strain NZ7606 with values, both under aerobic and anaerobic growth conditions, of 300 and 320 nmol DTNB·(min·mg prot)^-1 ^respectively. An elevated expression of the *trxB1 *transcript was also detected in NZ7601 by northern blot analysis (data not shown).

**Figure 1:**
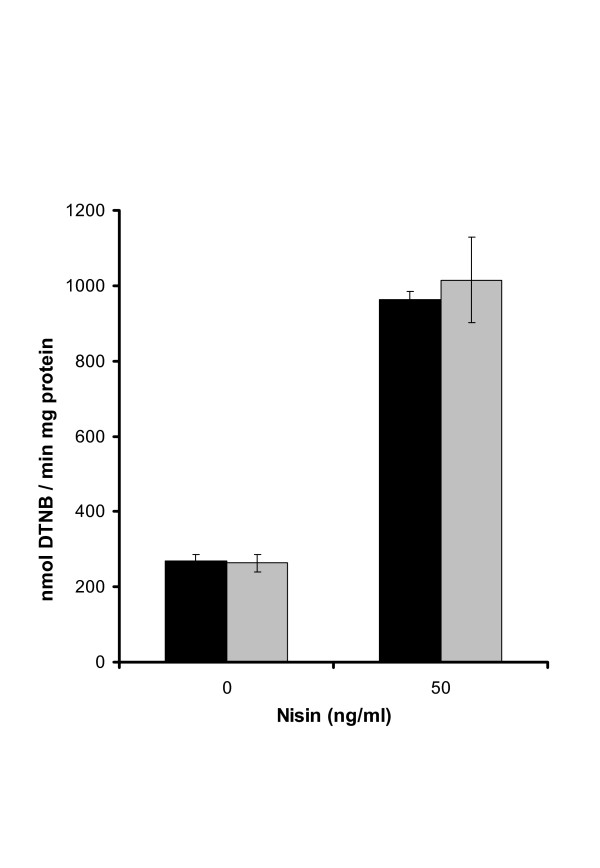
Thioredoxin reductase enzyme activity measurements showed as nmolDTNB reduced per min per mg protein. The strain NZ7601 was grown (black bars) aerobically and (gray bars) anaerobically at 37°C and was induced with 0 or 50 ng/ml nisinZ. After 5 hours of induction cell free extracts were prepared and TR activity was measured. The data shown above is the result of three independent experiments.

Next, we evaluated the effect of overproduction of the reductase in the oxidative stress response. For this we monitored the growth of the *trxB1*-overexpressing strain NZ7601 and wild-type NZ7606 in the presence of diamide [5 mM], a known thiol oxidant [14] (Fig. 2). Both tested strains grew with a maximum specific growth rate (μ_max_) of 0.36 h^-1 ^when no stress factor was present in the medium. In the presence of diamide, both strains were initially similarly affected by the oxidative stress showing a μ_max _reduction to 0.17 h^-1 ^and 0.15 h^-1^, respectively. However, later on the growth pattern strain NZ7601 differed from that of the wild-type. While strain NZ7606 after reaching an OD_600 _of 0.5 stops growing and enters stationary phase, strain NZ7601 continues to grow under oxidative stress and reaches a cell density comparable to that observed in the absence of oxidative stress.

**Figure 2:**
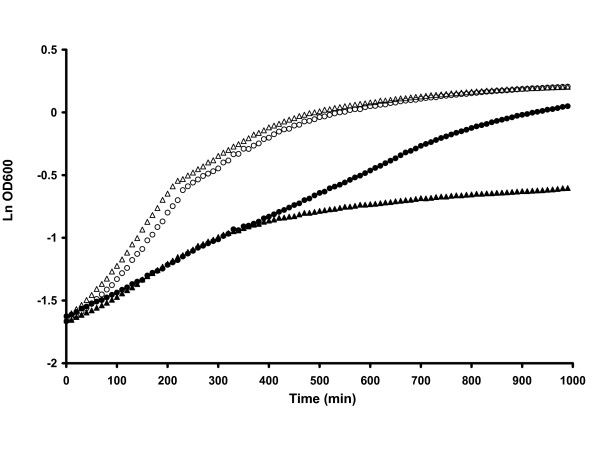
Growth patterns of nisin inducible *L. plantarum *NZ7100 strains on MRS supplemented with 10 μg/μl of chloramphenicol with or without diamide after nisin induction. The strain NZ7601 carrying the over expression of gene *trxB1 *was grown in MRS broth (white circles) and in MRS with 5 mM diamide (black circles) and the wild type strain NZ7606 was grown in MRS broth (white triangles) and in MRS with 5 mM diamide (black triangles). The growth was monitored by turbidity measurements at 600 nm.

This response under oxidative stress of strain NZ7601 was investigated in a quantitative growth-zone inhibition assay (Fig. 3). In this assay, we tested the inhibitory capacity of hydrogen peroxide and diamide on strains NZ7601 and NZ7606. We observed that strain NZ7601 at all studied oxidant concentrations showed a smaller inhibition zone compared to NZ7606.

**Figure 3:**
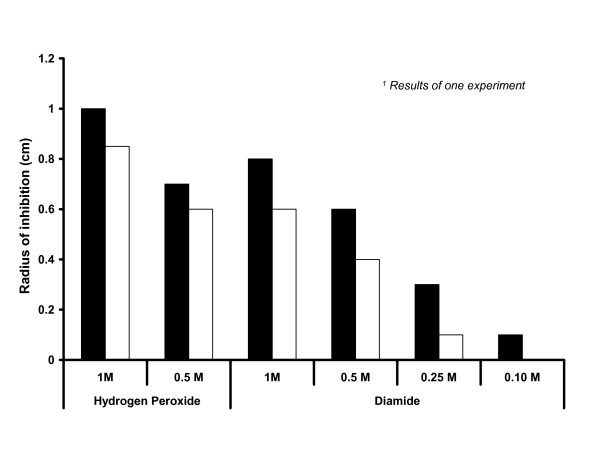
Growth-zone inhibition assays. The zone of growth inhibition towards hydrogen peroxide or diamide is showed in centimeters in the y-axis. The different strains are represented in the figure as such: *L. plantarum *NZ7606 (white bars) and *L. plantarum *NZ7601 (black bars).

### Transcriptome analysis

To analyze the correlation between TR overproduction and oxidative stress we carried out transcriptome analyses of the constructed strains. The mutant and the wild-type strains were grown in chemostats at a dilution rate of 0.1 h^-1^, and samples for transcriptome analysis were drawn at steady state both prior and 30 min after a hydrogen peroxide pulse. Because the NICE system is not suitable for continuous cultivations due to the instability of nisin in the medium (data not shown), we used a constitutive promoter, P_pepN_, to drive expression of *trxB1*. Therefore, two new strains were constructed: strain NZ7602 carrying plasmid pMS040 where *trxB1 *is under the control of the a constitutive promoter from *L. lactis *[15], P_pepN_, and strain NZ7607 as a control strain carrying the empty plasmid pNZ7021. 

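RNA of the control strain NZ7607 (wild type) and of NZ7602 was compared on 2-colour oligonucleotide arrays, each holding 10807 spots, of which 9557 carry probes for 2854 genes. There were 3 comparisons, with the first RNA labelled with Cy3 and the second with Cy5: wild type with NZ7602, wild type with wild type 30 min after the 3.5 mM hydrogen peroxide pulse, and wild type with NZ7602, both after the pulse. Each comparison was hybridized 3 times, in experiments labelled 1, II and BIO. Experiments 1 and II were taken to share a fermentation (fermentation A) and BIO to be the other (fermentation B), which is a reading of the labels and the methods. No dyes were swapped, so a gene-specific dye bias cannot be separated from an effect that genotype and peroxide share. Such a bias shifts the strain and peroxide ratios of a gene alike. NZ7602 was never compared directly with and without peroxide. The authors quantified mean spot intensities, subtracted the background and fitted a lowess curve to the log ratios of each array. Here the scanner intensities of 7 of the 9 arrays were used. For wild type with NZ7602 in experiment II and for both strains after peroxide in experiment II, intensities of 1 dye only were used, so these arrays enter through the authors' normalized ratios as an alternative. The median spot signal was 2186 to 5173 per channel, which is 4.53 to 10.6 times the median local background, and no spot was saturated at 65000. Intensities were background-corrected by normexp with an offset of 50, and the log2 ratios of each array were normalized by loess. Spots were averaged to probes and probes to genes, and arrays of a comparison from the same fermentation were averaged, which left 6 ratios. Limma was fitted with a genotype effect (4 ratios) and a peroxide effect (2 ratios), which share a common estimate of the spread. The 4 strain ratios come from 2 fermentations, each sampled before and after the pulse, and the fit treats them as independent. A transcript was called affected at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. The number of arrays limits the precision of all values.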

The continuous cultivations were performed in biological triplicates (Table 2). In the chemostat cultivations glucose present in the medium (100 mM) was consumed to undetectable levels (<0.5 mM) and the biomass produced was comparable in both strains. In addition, we found no growth difference between both strains under this cultivation condition.

**Table 2:** Summary of parameters retrieved from continuous cultivations of *trxB1* over-expression strain *L. plantarum *NZ7602 and control strain *L. plantarum *NZ7607.

**Strain**	**Substrate**	**Physiological parameters**	
	**Glc^a^**	**Y_glc-X_^b^**	**GAPDH^c^**

Medium	100		
NZ7607	u.d	0.12	0.623 ± 0.02
NZ7602	u.d	0.13	1.613 ± 0.12
NZ7607 + perox	u.d	0.14	n.d
NZ7602 + perox	u.d	0.15	n.d

^a^mM of glucose present in the supernatant

^b^biomass yield on glucose (g of biomass/g glucose consumed).

^c^enzyme activity expressed as nmoles NADPH·(min·mg prot)^-1^

u.d. < 0.1 mM

n.d not determined

Mean ± SD of two separate chemostat steady states

The overexpression of *trxB1 *present in strain NZ7602 was in itself a good internal control in the transcriptome analysis. 

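The trxB1 gene (lp_0761) was covered by 3 probes, whose log2 ratios of NZ7602 to the wild type ranged from 3.35 to 5.24. The mean over the 4 strain ratios was a log2 fold change of 4.42 (standard error 0.22, adjusted p = 0.00017 from limma), or 21.4-fold. Without peroxide the log2 ratio was 3.88 in fermentation A and 5.37 in fermentation B. After the pulse it was 4.23 and 4.19. An ordinary linear model without moderated variances gave an adjusted p of 0.19 for the same fold change.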

The transcript of this gene was found to be 23-fold more abundant in the *trxB1 *over-expressing strain compared to the control strain. This increase in transcript level resulted in a doubling of TR activity in strain NZ7602 compared to the wild-type (data not shown). The ANOVA statistical test that summarizes the significant effects due to overexpression of *trxB1 *showed that there were in total 27 significantly affected transcripts (p_value _< 0.01 and FC ≥1.5) in the *trxB1 *over-expressing strain when compared to the wild type (Table 3). 

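Of 2854 genes tested by limma over the 4 strain ratios, 2 were affected at the adjusted threshold, trxB1 and mntH2, both up-regulated in NZ7602. At an unadjusted p under 0.05 there were 157 genes, where chance alone gives 142.7. The strain effects fitted apart gave only 79 and 50 and the interaction 27, so these p values do not follow chance. The count of 157 therefore does not measure how many genes differ. At the threshold of the paper, 8 transcripts were affected, and the ordinary linear model called 0 at an adjusted p under 0.05. Among the 27 transcripts of Table 3, the log2 fold change was positive for 26 and negative for 1, with a median of 0.61, and 18 had an unadjusted p under 0.05. Adjusted over the list alone, 9 were up-regulated, which is not independent evidence because the list was chosen on these samples. The manganese transport gene mntH2 (lp_2992) had a log2 fold change of 1.27 (standard error 0.13, adjusted p = 0.017) and was higher in NZ7602 in 4 of 4 ratios. This call was lost without replicate 1 (1.15, adjusted p = 0.98) and without replicate BIO (1.39, adjusted p = 0.11). The former fit keeps the strain ratios of fermentation B alone and the latter those of fermentation A alone. The call was also lost when every spot marked in the scanner output was left out (0.68, adjusted p = 0.79).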

We observed that 15% of them are predicted to be involved in the purine and pyrimidine biosynthesis. 

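The purine genes of Table 3 were purN (lp_2721), purM (lp_2722) and purE (lp_2729), with log2 fold changes of NZ7602 to wild type of 0.31 (standard error 0.45), 0.43 (standard error 0.49) and 0.48 (standard error 0.57) and adjusted p values from limma of 0.88, 0.85 and 0.85. After the pulse, their log2 ratios were 1.93, 2.35 and 2.16 in fermentation A and -1.17, -1.19 and -1.12 in fermentation B. Of 12 named genes of purine biosynthesis, 11 had a positive strain difference with a median of 0.20, and none was affected, also when adjusted over the list alone, nor reached an unadjusted p under 0.05. This median was -0.48 without replicate 1, where the strain ratios come from fermentation B alone. All 5 named pyrimidine genes had a positive difference with a median of 0.20, and none was affected, also when adjusted over the list alone, while 2 had an unadjusted p under 0.05. The pyrimidine set was raised by camera with a preset correlation (adjusted p = 0.015 over the lists) but not with the correlation estimated (adjusted p = 0.44).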

Other affected transcripts are predicted to be involved in stress-related processes (*groEL*, *npr2*), transport and binding proteins (*mntH2*), protein synthesis (*tuf*), protein fate (lp_1023), and genes involved in the cellular envelope (*ica3*). It is to be noted that none of the mentioned stress-related genes has a -CXXC- cysteine-rich active center. 

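The differences of these transcripts between NZ7602 and the wild type did not pass the adjusted threshold of limma, except for mntH2. For npr2 (lp_2544) the log2 fold change was 0.58 (standard error 0.16, adjusted p = 0.79), with probe means from -0.12 to 1.10. For tuf (lp_2119) it was 0.47 (standard error 0.12, adjusted p = 0.79), and its probes ranged from -0.22 to 1.81. The single probe of ica3 (lp_2716) gave 0.62 (standard error 0.22, adjusted p = 0.79), and lp_1023 gave 0.65 (standard error 0.26, adjusted p = 0.79).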

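The gapB gene (lp_0789) had a log2 fold change of 0.68 in NZ7602 (standard error 0.098, adjusted p = 0.091 from limma), or 1.61-fold, and was higher in 4 of 4 strain ratios. It was called affected at the threshold of the paper, with each array as a replicate (adjusted p = 0.036) and with the quantification day as a block (adjusted p = 0.036), but not with the experiment as a replicate block (adjusted p = 0.056) or under the other alternatives run. The 3 probes of the gene differed by more than the ratios did, from -0.18 to 1.40. Of the 6 named genes of glycolysis, gapB was the only one up-regulated when adjusted over the list alone, and their median strain difference was -0.0097.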

We also observed a significant up-regulation (1.7 fold) of the gene coding for glyceraldehyde-3-phosphate dehydrogenase, *gapB*. The GAPDH protein is involved in the energy metabolism of the cell. In *L. plantarum *WCFS1, *gapB*, is the only gene annotated as a glyceraldehyde-3-phosphate dehydrogenase. The *in vitro *activity of GAPDH in strain NZ7602 was analyzed and found to be approximately three-fold higher in comparison with the wild-type (Table 2). Furthermore, a gene related to cysteine amino acid metabolism was also upregulated in strain NZ7602 specifically the gene coding for serine O-acetyltransferase (*cysE*).

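In NZ7602 the log2 fold change of cysE (lp_0254) was 0.61 (standard error 0.19, adjusted p = 0.79 from limma). Its log2 ratio was positive in 3 of 4 strain ratios and -0.068 after the pulse in fermentation B. The neighbouring genes metC1 (lp_0255) and cysK (lp_0256) had log2 fold changes of 0.35 and 0.32. Over 6 named genes of sulfur amino acid biosynthesis, 5 differences were positive with a median of 0.23. None was affected, also when adjusted over the list alone, and 2 had an unadjusted p under 0.05. The set was raised by camera with a preset correlation (adjusted p = 0.026) but not with the correlation estimated (adjusted p = 0.44).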

**Table 3:** Summary of significant affected genes (27) in the *trxB1* over-expression strain, NZ7602, when compared to the wild type (p_value _< 0.01 & FC ≥ 1.5). Predicted gene names, function, fold change induction as well as main functional classes of the significant affected transcripts are displayed in columns. Main functional classes presented in bold are those classes found overrepresented in this study when compared to the total genome of *L. plantarum*.

**Locus**	**FC^2 ^trx/wt**	**Gene**	**Product**	**Main Functional Class (%)^1^**
lp_0254	1,5	*cysE*	serine O-acetyltransferase	**Amino acid biosynthesis (4%)**
lp_3421	1,6		extracellular protein, gamma-D-glutamate-meso-diaminopimelate muropeptidase (putative)	Cell envelope (7%)
lp_2716	1,6	*ica3*	glycosyltransferase (putative)	
lp_0728	0,6	*groEL*	GroEL chaperonin	**Cellular processes (7%)**
lp_2544	1,6	*npr2*	NADH peroxidase	
lp_3020	1,6	*tag2*	DNA-3-methyladenine glycosylase I	**DNA metabolism (4%)**
lp_0789	1,7	*gapB*	glyceraldehyde 3-phosphate dehydrogenase	Energy metabolism (4%)
lp_1237	1,5		unknown	Hypothetical proteins (19%)
lp_1081	1,6		unknown	
lp_1611	2,1		unknown	
lp_1708	2,3		unknown	
lp_1880	3,9		unknown	
lp_1023	1,8		type 4 prepilin-like proteins leader peptide processing enzyme (putative)	**Protein fate (4%)**
lp_2119	1,7	*tuf*	elongation factor Tu	Protein synthesis(4%)
lp_2721	1,5	*purN*	phosphoribosylglycinamide formyltransferase	**Purines, pyrimidines, nucleosides and nucleotides (15%)**
lp_2722	1,6	*purM*	phosphoribosylformylglycinamidine cyclo-ligase	
lp_2729	1,7	*purE*	phosphoribosylaminoimidazole carboxylase, catalytic subunit	
lp_0761	23,5	*trxB1*	thioredoxin reductase (NADPH)	
lp_1230	1,6		transcription regulator	Regulatory function (4%)
lp_3278	1,8		amino acid transport protein	Transport and binding proteins (11%)
lp_1087	1,8		cation transport protein	
lp_2992	2,6	*mntH2*	manganese transport protein	
antilp_3469	1,6			
lp_RNA02	2,6			plasmids (15%)
lp_p2_01	3,1			
lp_p2_02	3,2			
lp_p3_05	1,5			

^1^values given in parenthesis correspond to the percentage of the total amount of genes (27) that belong to each depicted functional class.

^2^FC is fold change or 2^M^

The transcriptome analysis of cells exposed to a hydrogen peroxide pulse allowed us to analyze the effect of hydrogen peroxide on both the *trxB1*-overexpressing and wild-type strains. Oxidative stress significantly affected a total of 267 transcripts with a p_value _< 0.01 and FC ≥1.5 (Additional file 1). 

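In the wild type, 52 of 2854 genes were affected by the pulse at the adjusted threshold of limma, 48 up-regulated and 4 down-regulated, and 512 had an unadjusted p under 0.05. All 52 are listed in Additional file 1. At the threshold of the paper there were 150. With each array as its own replicate and the experiment as a random block, 165 were affected. That fit counts experiments 1 and II of fermentation A as separate replicates. The ordinary linear model called 0 at an adjusted p under 0.05. All 267 transcripts of Additional file 1 were measured. Each changed in the direction given there and by a fold change within 1.5 times the one printed, so that the log2 values correlated across genes (Pearson's r = 0.992, genes not being independent replicates). The log2 ratios after the pulse in fermentations A and B correlated across genes with r = 0.559. Without replicate 1, 27 genes were affected. Without replicate BIO only fermentation A measures the peroxide effect and the spread comes from the strain ratios, so no count is given.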

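Of 23 named genes of the SOS response and DNA repair, 10 were up-regulated after the pulse in the wild type and none was down-regulated, with the same count when adjusted over the list alone. The log2 fold change was 2.02 for recA (lp_2301; standard error 0.13, adjusted p = 0.0013 from limma), 2.05 for dinP (lp_2280; adjusted p = 0.0053) and 2.15 for umuC (lp_3023; adjusted p = 0.0031). The excision repair genes uvrB (lp_0772) and uvrA1 (lp_0773) were up-regulated by 1.43 and 1.12. Among 10 named genes of peroxide and thiol defence, 3 were up-regulated, and 5 when adjusted over the list alone. The methionine sulfoxide reductase gene msrA3 (lp_1836) had a log2 fold change of 1.88 (adjusted p = 0.026). In the locus of feoA (lp_1467) and feoB (lp_1466), 4 of 9 genes were up-regulated, with log2 fold changes of 1.21 and 0.91 for the feo genes. Adjusted over the list alone, 7 genes of this locus were up-regulated and 1 was down-regulated. The putative helicase lp_0308 was up-regulated by 1.05, while lp_0432 (0.94, adjusted p = 0.071) and lp_0910 (0.58, adjusted p = 0.077) were not affected. The list of chaperones and proteases also holds the alkaline shock genes asp1 and asp2 and the regulator gene hrcA. Of its 15 genes, 12 had a log2 fold change above 0, none was affected, also when adjusted over the list alone, and 2 had an unadjusted p under 0.05. Among these, asp1 (lp_0929) and asp2 (lp_0930) had values of 1.15 and 1.07 (adjusted p = 0.18 and 0.14) and groES (lp_0727) one of 0.80 (adjusted p = 0.44). Part of each of these lists overlaps Additional file 1, which was drawn from these samples. The camera sets for SOS, peroxide defence and iron were raised with a preset correlation (adjusted p = 7e-14, 2e-05 and 1e-06), but no list was with the correlation estimated (smallest adjusted p = 0.15). With the authors' ratios and each array as a replicate, the SOS list passed with the correlation estimated (adjusted p = 0.045). By fry, which asks whether the genes of a list move one way on balance and compares them with no other genes, these 3 lists were raised (adjusted p = 0.0039, 0.018 and 0.028).

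**Figure D1:**
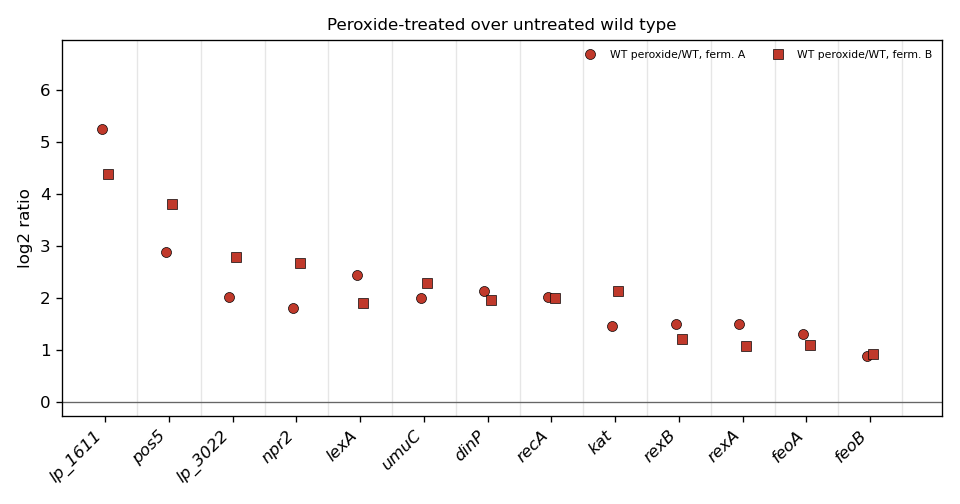
Log2 ratios of the peroxide-treated to the untreated wild type (y axis) for transcripts up-regulated after the pulse (x axis), with circles for fermentation A and squares for fermentation B. All plotted ratios lie above 0 in both fermentations, and recA has a mean of 2.02.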

We observed that most of the up-regulated transcripts (159) are associated with genes related to defense mechanisms against oxidative challenge: hydrogen peroxide detoxification (*npr2*, *kat*, *trxA2*, *pox3*, *pox5*), exonucleases (*rexA*, *rexB*); stress response (*asp1*, *asp2*, *groES*, *groEL*); DNA repair (*dinP*, *dnaE*, *recA*); putative DNA helicases (lp_0910, lp_0308, lp_0432) and polymerases (*umuC*); transcription regulator repressor of the SOS regulon (*lexA*), ferrous iron transport (*feoA*, *feoB*), as well as an uncharacterized transcription regulator (lp_1360), a manganese transporter (*mntH2*), and the energy metabolism (*gapB*).

Our data showed that hydrogen peroxide stress also resulted in significant down-regulation of the expression of 108 transcripts (Additional file 1). 

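At the adjusted threshold of limma, 4 transcripts were down-regulated in the wild type after the pulse. They were sdhB (lp_0505) with a log2 fold change of -0.89 (adjusted p = 0.046), lp_1486 with -0.84 (adjusted p = 0.022), lacM (lp_3484) with -0.83 (adjusted p = 0.032) and moaC (lp_1492) with -0.61 (adjusted p = 0.040). At the threshold of the paper, 57 were down-regulated. With the experiment as a replicate block, 54 were. There were 0 without replicate 1 and 16 without replicate II. The count was 15 with median centring in place of loess, 30 with the authors' ratios averaged by fermentation, 2 without background correction and 1 with the median of probes. The ordinary linear model called none at an adjusted p under 0.05.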

The down-regulated transcripts correspond to genes involved in glucose catabolic pathways: cellular surface proteins; the mannose PTS; energy metabolism (*ndr*, *nar *genes, *adhE*, *fruk*); fatty acid biosynthesis (*fab *genes): acetyl-CoA carboxylases (*accb2*, *accC2*, *accD2*, and *accA2*); nonribosomal peptide bisoynthesis (*nspA*, *nspB*, and *nspC*); sugar uptake (*sacR*, *ccpA*), and 33 prophage genes.

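Of 13 genes of the fatty acid biosynthesis cluster (lp_1669 to lp_1682), 12 had lower log2 ratios after the pulse, with a median of -1.32. None was affected over all genes by limma, 12 were down-regulated when adjusted over the list alone, and 12 had an unadjusted p under 0.05. The acetyl-CoA carboxylase genes accB2, accC2, accD2 and accA2 had log2 fold changes of -1.36, -1.32, -1.22 and -1.19, with adjusted p from 0.11 to 0.15. All 8 genes of the non-ribosomal peptide locus had a log2 fold change below 0, with a median of -1.08, and 4 were down-regulated when adjusted over the list alone. None of these was affected over all genes, and 6 had an unadjusted p under 0.05. For the 24 genes of the nitrate reductase and molybdopterin locus the log2 fold changes were all below 0, with a median of -0.52. Of these, 2 were down-regulated over all genes and 8 over the list alone. Not affected were adhE (lp_3662) with -1.42 (adjusted p = 0.17), fruK (lp_2096) with -0.87 (adjusted p = 0.097) and ccpA (lp_2256) with -0.76 (adjusted p = 0.25). Of 8 named genes of phosphotransferase systems, 7 had values below 0 (median -0.74), none affected over all genes or over the list alone, and 5 with an unadjusted p under 0.05. In prophage P1, 31 of 33 genes had values below 0, with 17 down-regulated and 1 up-regulated when adjusted over the list alone. In prophage P2a, 22 of 24 did, with 14 down-regulated and 1 up-regulated over the list alone. Over all genes 1 gene of each prophage was up-regulated and none down-regulated, while 26 and 20 had an unadjusted p under 0.05. Additional file 1, drawn from these samples, holds all 8 phosphotransferase genes, all 8 of the non-ribosomal peptide locus and 12 of 13 of the fatty acid cluster. The directions and set tests of these lists are therefore not independent evidence, and the other lists overlap it in part. All of these sets were lowered by camera with a preset correlation and none with the correlation estimated. By fry the nitrate reductase and molybdopterin locus was lowered (adjusted p = 0.023) and the others were not (0.11 to 0.16). With median centring in place of loess, camera no longer lowered the phosphotransferase genes (adjusted p = 0.16) and prophage P2a (adjusted p = 0.087), and with the ordinary linear model it did not lower the former (adjusted p = 0.094).

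**Figure D2:**
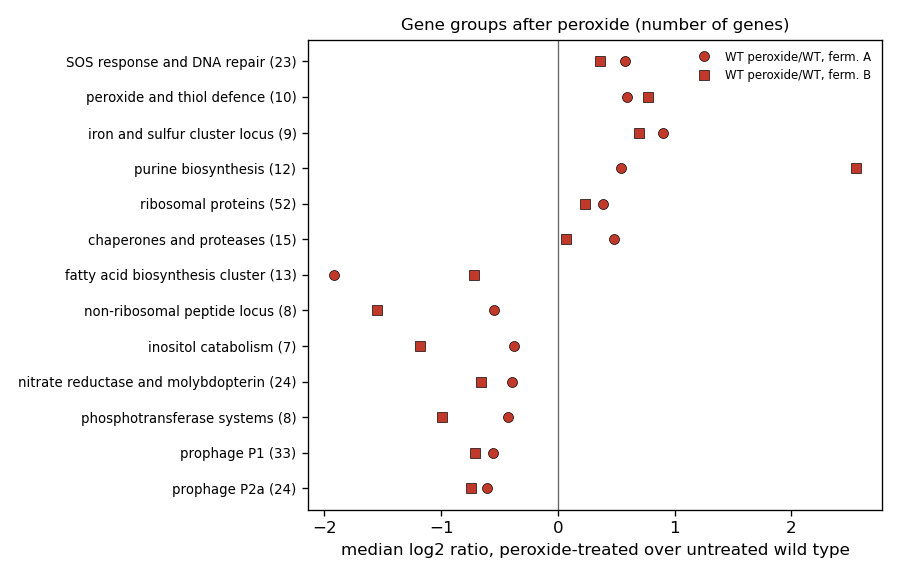
Median log2 ratio of the peroxide-treated to the untreated wild type (x axis) for groups of genes (y axis, with the number of genes), with circles for fermentation A and squares for fermentation B. The fatty acid cluster lies at -1.92 and -0.72, and the purine genes at 0.54 and 2.55.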

### Regulatory networks

In the group of significantly affected genes due to oxidative stress (Additional file 1) the largest group (22%) corresponded to hypothetical proteins. In order to find a functional correlation in the entire group of peroxide-affected transcripts, we looked for regulatory motifs or binding sites in the upstream region of the affected genes. As a result of this analysis, we found two motifs (Additional file 1) in the upstream region of a number of analyzed sequences. The first motif was found in 15 of the affected genes and had the consensus sequence of the *lexA-DinR *regulator in *B. subtilis *AGAACGTACGTTCG (Fig. 4) [16]. Within the group that contained this promotor sequence, we found well known stress-induced genes (*ruvA*, *ruvB*, *lexA*, *rexA*, *rexB*) [17]. These genes translate into proteins known from literature to be induced under conditions that cause DNA damage or blockage of DNA replication. Also transcripts with hypothetical functions (lp_0091, lp_0270, lp_0030, lp_2224 lp_2939 lp_3141, lp_0981, lp_3022 and lp_1611) contained the *lexA*-*DinR *consensus sequence. It is worth mentioning that these hypothetical transcripts are highly induced under hydrogen peroxide stress. For example, transcript lp_1611 was induced 32-fold as compared to the wild-type.

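In the wild type after the pulse, 10 of the 15 genes with this motif were up-regulated over all genes by limma and 14 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. Their median log2 fold change was 1.23. It was 2.17 for lexA (lp_2063; standard error 0.25, adjusted p = 0.0060), 0.83 for ruvA (lp_2287; adjusted p = 0.018) and 0.77 for ruvB (lp_2286; adjusted p = 0.016). The set was raised by camera with a preset correlation (adjusted p = 1.3e-16) but not with the correlation estimated (adjusted p = 0.15), where it passed under median centring (0.032) and with the authors' ratios by array (0.029). It was also raised by fry (adjusted p = 0.0039). The motif itself was not searched here.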

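The log2 fold change of lp_1611 in the wild type was 4.81 (standard error 0.57, adjusted p = 0.0061 from limma), or 28.1-fold, with 5.25 in fermentation A and 4.38 in fermentation B. Of the other hypothetical transcripts with this motif, lp_3022 (2.41), lp_3141 (1.47) and lp_0091 (1.03, with probes from 0.31 to 1.40) were up-regulated. The transcripts lp_0207 (1.23, adjusted p = 0.051), lp_0981 (0.82, adjusted p = 0.20), lp_2224 (0.70, adjusted p = 0.15) and lp_0030 (0.60, adjusted p = 0.21) were higher without passing the threshold. The single probe of lp_2939 was lower, at -0.76 (adjusted p = 0.28). The tag lp_0270 of the text stands as lp_0207 in Additional file 1.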

**Figure 4:**
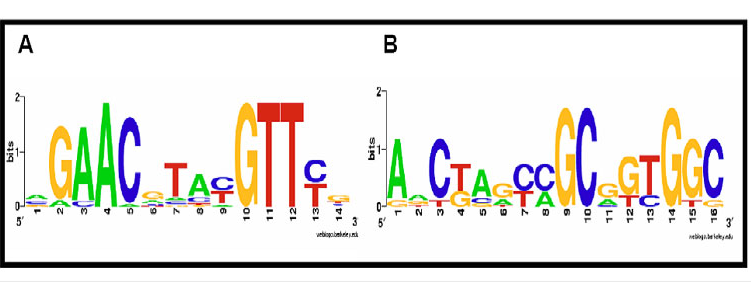
Weblogo representation of conserved promotor regions in peroxide affected genes found using bioinformatics tools A) Regulatory motif *lexA*-*DinR *and B) uncharacterized regulatory motif.

A second significant regulatory motif denoted here as the Stress Response element (SRE) was found in 7 genes had the consensus sequence AACTAGCCGCGGTGGC (Fig. 4). 

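Of the 8 genes marked with the second motif in Additional file 1, 5 were up-regulated in the wild type after the pulse and none was down-regulated over all genes by limma. Adjusted over the list alone, 7 were up-regulated and 1 was down-regulated, and the list was chosen on these samples. The log2 fold change was 1.29 for rexA (lp_2693; standard error 0.14, adjusted p = 0.0052), 1.36 for rexB (lp_2694; standard error 0.17, adjusted p = 0.0066) and 1.47 for lp_0145 (adjusted p = 0.016). For gapB it was 0.72 (adjusted p = 0.049), with probes from -0.26 to 1.26. This call was lost with plain background subtraction (adjusted p = 0.053), when every marked spot was left out (0.27) and without replicate 1 (0.10). With the authors' ratios it was lost too (adjusted p = 0.13 with each array as a replicate and 0.17 averaged). The rnhB gene (lp_1853) with 0.70 (adjusted p = 0.063) and lp_1484 with -0.62 (adjusted p = 0.057) did not pass over all genes. The set was raised by camera with a preset correlation (adjusted p = 8.7e-08) but not with the correlation estimated (adjusted p = 0.15), where it passed with the authors' ratios by array (0.045). By fry it was raised (adjusted p = 0.0039). The up-regulated genes recA, rexA and rexB also stand in the list of the first motif, so the set results of both motifs are not separate evidence. The other up-regulated genes of this list were lp_0145 and gapB.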

The important exonucleases: (*rexA*, *rexB*), a DNA polymerase (DNA polymerase III), the transcription regulator *rnhB*, a glycolytic gene (*gapB*), a cell envelope protein, and the hypothetical ORF's lp_0145 and lp_1484 contained this second promotor consensus To the best of our knowledge, this motif has not been reported before.

The same approach was applied to the data set containing the genes affected due to *trxB1*-overexpression. Yet, no significant regulatory motif was found. It can be concluded that genes belonging to the group of hypothetical transcripts (19%) responding to *trxB1*-overexpression do not share a clear single regulatory motif.

### Comparison between oxidative stress response and the effect of *trxB1 *overproduction

Finally, we explored the crossover between the transcriptional response of TR over production with the transcriptional response obtained following hydrogen peroxide treatment of both wild-type and NZ7602. This exercise resulted in a list of 16 transcripts which are affected in both studied conditions (Table 4). 

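At the adjusted threshold of limma, 0 genes were affected both in NZ7602 and by the pulse in the wild type. With the experiment as a replicate block there was 1, and with the ordinary linear model 0. At the threshold of the paper there were 5, all up-regulated in both: gapB, lp_1708, lp_1880, mntH2 and lp_RNA02. Independent lists of as many up-regulated genes, 8 and 93, share 0.26 on average. Simulated arrays with the same shared RNA and no effects gave 0.27 shared genes in either direction. Both take genes as independent and hold no dye bias, so they do not show that the 5 exceed chance. As no dyes were swapped, a gene-specific dye bias could also raise a gene in both. Of the 16 transcripts of Table 4, 2 were affected in NZ7602 (trxB1 and mntH2) and 4 by the pulse. For lp_1708 the log2 fold change was 1.00 in NZ7602 (standard error 0.14, adjusted p = 0.091) and 1.77 with peroxide (standard error 0.19, adjusted p = 0.0052), where its probes ranged from 0.82 to 2.72. The single probe of lp_1880 gave 1.68 in NZ7602 (adjusted p = 0.24) and 1.75 with peroxide (adjusted p = 0.095), with 1 of 3 peroxide arrays below 0. In lp_RNA02 the values were 1.18 (adjusted p = 0.11) and 1.74 (adjusted p = 0.014), with probes from 0.41 to 1.77 and from 1.15 to 2.29.

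**Figure D3:**
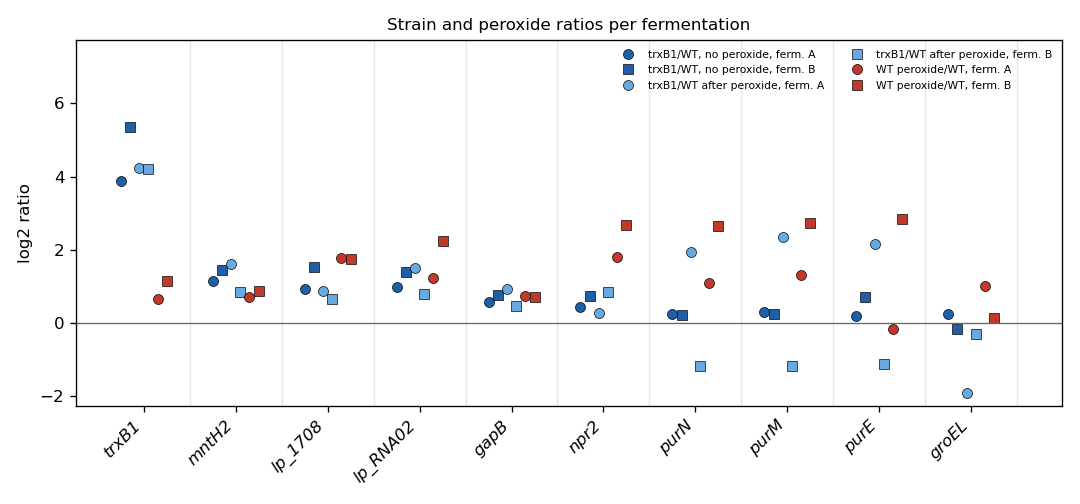
Log2 ratios (y axis) of NZ7602 to wild type without peroxide (dark blue) and after peroxide (light blue) and of peroxide-treated to untreated wild type (red) for transcripts of both datasets (x axis), with circles for fermentation A and squares for fermentation B. All 6 ratios of mntH2 and lp_1708 lie above 0.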

The commonly affected transcripts constitute 59% of the transcripts found affected by a trxB1-overexpression (Table 3) and 6% of the genes affected by hydrogen peroxide stress (Additional file 1). 

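Of the 16 transcripts of Table 4, 11 had positive log2 fold changes both in NZ7602 and after the pulse in the wild type. The transcripts ica3, tag2, lp_1081 and lp_1087 had positive values in NZ7602 and mean values below 0 after the pulse, with log2 fold changes of -0.36, -0.39, -0.61 and -0.39 (adjusted p = 0.58, 0.59, 0.42 and 0.61 from limma). These means rest on fermentation A, where the log2 ratios after the pulse were -1.07, -1.23, -1.51 and -1.33, while in fermentation B they were 0.36, 0.45, 0.28 and 0.54. For groEL the value was negative in NZ7602 and positive after the pulse.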

From the 16 affected transcripts 94% of them (15) responded similarly to an over production of *trxB1 *as well as to a hydrogen peroxide pulse; these 15 transcripts were up regulated in both datasets. The up-regulated transcripts (15) have already been described and correspond to genes involved in stress related processes (*npr2*), energy metabolism (*gapB*), protein synthesis (*tuf*, *rplB*), manganese uptake (*mntH2*), purine biosynthesis (*trxB1*, and *pur *genes), putative transcript regulators (lp_1360, lp_0126) and unknown transcripts.

**Table 4:** Crossover between genotype affected genes and hydrogen peroxide affected genes. Genes presented in this table are the common transcripts (16) between the two studied datasets: genotype and treatment. Further a summary of the regulation pattern for each of the depicted transcripts is given.

	**FC^1^**					**Transcript Behavior**	
					
**Locus**	**genotype**	**treatment**	**Gene**	**Product**	**Main Functional Class**	**up**	**conflicting**
lp_2716	1,6	0,7	*ica3*	glycosyltransferase (putative)	Cell envelope	•	
lp_0728	0,6	1,7	*groEL*	GroEL chaperonin	Cellular processes		•
lp_2544	1,6	5,0	*npr2*	NADH peroxidase		•	
lp_3020	1,6	0,7	*tag2*	DNA-3-methyladenine glycosylase I	DNA metabolism	•	
lp_0789	1,7	1,8	*gapB*	glyceraldehyde 3-phosphate dehydrogenase	Energy metabolism	•	
lp_1081	1,6	0,5		unknown	Hypothetical proteins	•	
lp_1611	2,1	32,9		unknown		•	
lp_1708	2,3	4,2		unknown		•	
lp_1880	3,9	2,9		unknown		•	
lp_2119	1,7	1,8	*tuf*	elongation factor Tu	Protein synthesis	•	
lp_2721	1,5	3,1	*purN*	phosphoribosylglycinamide formyltransferase	Purines, pyrimidines, nucleosides and nucleotides	•	
lp_2722	1,6	3,4	*purM*	phosphoribosylformylglycinamidine cyclo-ligase		•	
lp_2729	1,7	1,8	*purE*	phosphoribosylaminoimidazole carboxylase, catalytic subunit		•	
lp_0761	23,5	1,8	*trxB1*	thioredoxin reductase (NADPH)		•	
lp_1087	1,8	0,6		cation transport protein	Transport and binding proteins	•	
lp_2992	2,6	1,8	*mntH2*	manganese transport protein		•	

^**1 **^FC is fold change or 2^M^

The only transcript found in both datasets that does not share the same regulation is *groEL*. This transcript is 0.6-fold down regulated as a result of the overexpresssion of *trxB1 *and 1.7-fold upregulated and in response to a hydrogen peroxide pulse.

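The groEL gene (lp_0728) had a log2 fold change of -0.53 in NZ7602 (standard error 0.32, adjusted p = 0.79 from limma) and 0.58 after the pulse (standard error 0.45, adjusted p = 0.53). Neither difference passed the threshold. Its log2 ratio between the strains was 0.23 and -0.15 without peroxide, and -1.90 and -0.29 after the pulse, in fermentations A and B. After the pulse its log2 ratio in the wild type was 1.01 in fermentation A and 0.15 in fermentation B.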

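All 12 named genes of purine biosynthesis, 11 of them listed in Additional file 1 from these samples, had a higher mean log2 ratio after the pulse in the wild type. Their median was 1.54, with 0.54 in fermentation A and 2.55 in fermentation B. None was affected by limma, also when adjusted over the list alone, and 7 had an unadjusted p under 0.05. Log2 fold changes were 1.86 for purN (adjusted p = 0.18), 2.02 for purM (adjusted p = 0.19) and 1.35 for purE (adjusted p = 0.43). In the cysteine pathway, cysE, metC1 and cysK had log2 fold changes of 0.57, 0.81 and 0.89 after the pulse and did not pass (adjusted p = 0.32, 0.071 and 0.13). Of 6 named genes of sulfur amino acid biosynthesis, 2 were up-regulated when adjusted over the list alone and none over all genes, and 2 had an unadjusted p under 0.05.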

In order to analyze the effect at the metabolic level, the datasets were superimposed showing they shared two major metabolic pathways: purine metabolism and cysteine biosynthesis.

## Discussion

In this study, we have characterized the role of TR in oxidative stress response of *Lactobacillus plantarum*. We found that overproduction of TR in *L. plantarum *WCFS1 improved the tolerance of the strain towards an oxidative stress produced by hydrogen peroxide or diamide. Global transcriptome analysis revealed a striking similarity in response towards the overproduction of the oxidoreductase TR and hydrogen peroxide stress. 

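Across genes other than trxB1, the log2 fold changes in NZ7602 and after the pulse in the wild type correlated with Pearson's r = 0.125, and genes are not independent replicates. Without replicate 1, where the strain ratios come from fermentation B alone, this was -0.26. Without replicate II, which changes only the peroxide ratio of fermentation A, it was 0.21. Over the 2850 genes with all 6 ratios, r was 0.128 and Spearman's rho 0.038. Simulated arrays with the same shared RNA, no effects and no dye bias gave r = 0.0071. Single ratios of a fermentation that share a wild-type RNA gave r of 0.50 and -0.50 in these simulations, so the fermentations were also crossed. With no shared RNA, the strain ratio without peroxide in fermentation A and the peroxide ratio in fermentation B correlated with r = 0.22. The reverse pairing gave r = 0.0048. For the strain ratio after the pulse these pairings gave 0.41 (strain ratio of A) and -0.27 (strain ratio of B). The 27 transcripts of Table 3 had a median log2 fold change of 0.49 with peroxide, with 15 above and 12 below 0, and 5 of them were up-regulated at the adjusted threshold of limma (7 when adjusted over the list alone, a list chosen on these samples). From the transcripts shared by both datasets, the paper proposes that overproduction of TR induces a set of transcripts of the oxidative stress response.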

Our observations suggest that overproduction of TR triggers the induction of a specific set of 16 transcripts associated with oxidative stress response. This may explain the phenotype of the *trxB1*-overexpression strain, which appears to be prepared for encountering oxidative stress. The transcripts correspond to genes involved in purine metabolism, protein synthesis, as well as in cellular and energy metabolism.

The global transcriptome analysis obtained from cultures affected by hydrogen peroxide stress and in the absence of heme, offers complementary information for the characterization of the *kat*, and *pox *genes in *L. plantarum *WCFS1. The catalase gene (*kat*) of *L. plantarum *WCFS1 is an ortholog of the well characterized manganese-dependent catalase in *L. plantarum *CNRZ 1288 [18]. Accordingly, in our dataset the *kat *transcript and *mntH2*, which codes for a manganese transporter, where both is significantly upregulated three- and two-fold respectively under hydrogen peroxide.

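The kat gene (lp_3578) had a log2 fold change of 1.80 after the pulse (standard error 0.25, adjusted p = 0.010 from limma), or 3.49-fold, and was higher in 3 of 3 arrays. Without replicate BIO the log2 fold change of kat was 1.47, from fermentation A alone, which cannot test whether the call holds. The log2 fold change of mntH2 after the pulse was 0.79 (standard error 0.18, adjusted p = 0.086), or 1.73-fold, and higher in 3 of 3 arrays. It was affected at the threshold of the paper and with the experiment as a replicate block (adjusted p = 0.021), which counts experiments 1 and II of fermentation A separately. It is the only named gene of manganese transport.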

Hence, our transcriptome analysis only supports the fact that the gene catalase (*kat*) of *L. plantarum *WCFS1 may code a pseudocatalase, non-heme dependent catalase, under conditions of hydrogen peroxide stress. Furthermore, under hydrogen peroxide stress the highly upregulated *pox *transcripts (*pox3 *and *pox5*) encoding pyruvate oxidase were at first an intriguing observation. 

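After the pulse the pyruvate oxidase gene pos5 (lp_3589), written pox5 in the text, had a log2 fold change of 3.35 (standard error 0.35, adjusted p = 0.0052 from limma), or 10.2-fold. For pos3 (lp_2629), written pox3, it was 2.62 (standard error 0.52, adjusted p = 0.057). With the experiment as a replicate block, which counts experiments 1 and II of fermentation A separately, pos3 passed the adjusted threshold (2.17, adjusted p = 0.031). Both were up-regulated when adjusted over the list alone. The pair was raised by camera with a preset correlation (adjusted p = 0.00029) but not with the correlation estimated (adjusted p = 0.16), and it was raised by fry (adjusted p = 0.017). Both genes stand in Additional file 1, drawn from these samples, so the list and set results are not independent evidence.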

Pyruvate oxidase catalyzes a reaction that utilizes pyruvate, oxygen, phosphate, and water and produces intracellular hydrogen peroxide, carbon dioxide, and acetyl phosphate. Yet, in this study there was no oxygen added because the cultures were grown anaerobically. However, transcripts encoding the genes, catalase (*kat*) and NADPH peroxidase (*npr2*) were also found up regulated. 

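The npr2 gene had a log2 fold change of 2.25 after the pulse (standard error 0.22, adjusted p = 0.0050 from limma), or 4.75-fold, with 1.81 in fermentation A and 2.68 in fermentation B. Its 3 probes ranged from 1.17 to 3.15.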

If these two latter enzymes were to be active, they would liberate oxygen and water respectively from hydrogen peroxide and therefore explaining the observed behavior of *pox3 *and *pox5 *under hydrogen peroxide stress.

Hydrogen peroxide not only provokes up-regulation of genes at the transcriptome level. We also observed down-regulation of genes involved in main metabolic pathways: glycolysis, fatty acid biosynthesis, non ribosomal peptide biosynthesis, and amino acid metabolism. This observation suggests that in the presence of hydrogen peroxide stress, the cell responds to it with a reduction in biomass formation. 

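Of the 6 named genes of glycolysis (fba, gapB, tpiA, pyk, pfkA and eno), 4 were higher and 2 lower after the pulse, with a median log2 fold change of 0.074. No lactate dehydrogenase gene is among them. The only member affected, by limma over all genes and over the list alone, was gapB, which was up-regulated. With median centring in place of loess, camera with a preset correlation raised this set (median 0.71, adjusted p = 0.0035), but not with the correlation estimated (adjusted p = 0.33). In the fatty acid cluster, fabD (lp_1673), fabG1 (lp_1674) and fabF (lp_1675) were not affected over all genes, at -1.44, -1.40 and -1.36 with adjusted p of 0.087, 0.086 and 0.11. The non-ribosomal peptide genes npsA (lp_0578), npsB (lp_0581) and npsC (lp_0582) were not affected either, at -1.06, -1.17 and -0.92 with adjusted p of 0.25, 0.12 and 0.17.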

The transcript data suggest that the pathways mentioned above are being kept temporarily "on hold" until the cell has detoxified form the oxidative stress inducing compounds. This reasoning was supported by metabolite analysis data showing interrupted lactate production after exposure to hydrogen peroxide (data not shown).

This study is the first to observe the impact of overproduction of TR at the transcriptome level in *L. plantarum*. The overexpression of *trxB1 *affects the expression level of genes involved in stress related processes, DNA/RNA biosynthesis, and sulfur containing amino acid biosynthesis. 

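In NZ7602, 1 of 10 named genes of peroxide and thiol defence was up-regulated, trxB1 itself, and the median strain difference of the list was 0.036. Without peroxide 9 of these 10 had a difference above 0, with a median of 0.30 (0.59 in fermentation A and 0.062 in fermentation B). After the pulse 5 were above 0 and 5 below, with a median of -0.019. Of 15 genes listed as chaperones and proteases, with asp1, asp2 and hrcA among them, 13 had a strain difference below 0, with a median of -0.088. Without peroxide 10 of the 15 had a difference above 0, with a median of 0.11. After the pulse the median was -0.56 in fermentation A and 0.086 in fermentation B. Over the 4 strain ratios none was affected by limma, also when adjusted over the list alone, and 1 had an unadjusted p under 0.05. Of 23 named genes of the SOS response and DNA repair, 17 had a difference below 0, with a median of -0.041, or 0.0078 without peroxide and -0.083 after the pulse. None of these was affected either, also when adjusted over the list alone, and 2 had an unadjusted p under 0.05.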

The resulting wide spectrum of pathways affected by TR has already been established. Research performed by Vido *et al*. on aerobic growth of *Lactococcus lactis *(2005) revealed that in *L. lactis*, TR is involved not only in oxidative stress but also in carbon and lipid metabolism [19].

Overproduction of TR in *L. plantarum *WCFS1 resulted in regulation of transcripts encoding heat shock and stress related genes. Especially the stress related gene which was found to be down regulated in strain NZ7602 (*groEL*) is previously reported to be induced in *B. subtilis *[20] under stress conditions (heat, salt, and ethanol) together with TRX. In addition, on transcript level *trxA1*, *trxA2*, *trxA3*, and *trxH *were not found significantly affected. This suggests that the protein TRX is not affected at the transcript level in strain NZ7602. Hence, the transcripts regarded as significantly affected in strain NZ7602 are more likely to be a response to the direct manipulation of the TR level and/or the protein load resulting from TR overproduction and not to the change in the TRX balance of the cell.

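None of these 4 genes was affected in NZ7602 by limma, also when adjusted over the list of 6 thioredoxin and thioredoxin reductase genes alone, and none reached an unadjusted p under 0.05. Their log2 fold changes were 0.031 for trxA1 (lp_0236; standard error 0.11), 0.16 for trxA2 (lp_2270; standard error 0.22), 0.025 for trxA3 (lp_3437; standard error 0.16) and -0.0040 for trxH (lp_2633; standard error 0.15). The adjusted p values were 0.95, 0.87, 0.97 and 0.999.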

We have shown that transcript levels of *gapB *and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) activity are significantly increased 1.7-fold and 3-fold, respectively, upon overexpression of *trxB1 *and hydrogen peroxide stress. GAPDH plays an important role and has been considered the key enzyme of glycolysis for its location in the pathway and the number of regulatory interactions associated with this enzyme. A correlation between the GAPDH and TR has already been reported in literature. Vido *et al*., 2005 [21] suggested that a disruption on the *trxB1 *gene in *L. lactis *leads to induction of only one of the two genes that code for the GAPDH protein, specifically *gapB*. Furthermore, the induced GapB was only present in the reduced form. This functionality prevents the formation of oxidized GapB and sustains formation of the reduced or active form of GAPDH. Interestingly, in our case the observed two-fold higher GAPDH activity is a result of overexpression of *trxB1 *in contrast to a disruption in *trxB1 *as reported by Vido *et al *[19] in *L. lactis*. Although overexpression of *gapB *in the strain NZ7602 results in higher reductase activity, the elevated transcript levels under oxidative stress were even more interesting. Studies from Van Niel *et al*., [22] show that the GAPDH protein is an easy target for oxidative stress (cysteine residues) and together with glucokinase, fructose 1–6 biphosphate, and aldolase has been found to be inhibited by 2.2 mM hydrogen peroxide in *L. lactis *[22]. Nevertheless, in our studies, we observed elevated GAPDH activity upon exposure to 3.5 mM hydrogen peroxide. Hence, we can suggest that the functionality of GAPDH is organism dependent. We suggest that overproduction of TR in *L. plantarum *WCFS1 protects the GAPDH under conditions of oxidative stress caused by hydrogen peroxide. However, more studies are needed to understand the role of TR in the regulation of the GAPDH activity.

Using bioinformatics tools we were able to uncover new main stress response ORF's in *L. plantarum *WCFS1. For example the hypothetical ORF lp_1611 which contains the regulatory motif *lexA-dinR*. The ORF lp_1611 was found to be up regulated 32-fold under hydrogen peroxide stress. This ORF is located adjacent to the glycine ABC transporter operon just in the opposite direction of the *opu *genes. The position and direction of lp_1611 may suggest a role as a regulator of transcription; nevertheless, more analysis such as finding the DNA binding region and activity in the protein need to be conducted.

Another group of oxidative-stress-affected genes contains a second regulatory motif that we have termed SRE. In this group we found three genes that had already been defined as *lexA-dinR *regulated genes (*rexA*, *rexB*, *recA*). Moreover, in the group of genes containing the second motif, we found genes involved in primary energy metabolism (*gapB*) and protein synthesis (*rnhb*) implying that there is at least one more regulatory mechanism induced in *L. plantarum *WCFS1 upon oxidative stress. We did not find a unique regulatory motif or SRE motif element in the group of genes affected by overproduction of TR. This reflects the complexity of the regulatory mechanisms associated with TRX or TR. Perhaps, these up-regulated genes are governed by a complex network of signal transduction events which is initiated by the TRX system. Hence, we suggest the set of 16 genes is part of the TR-specific defense mechanism of *L. plantarum *WCFS1 against oxidative stress.

In summary, we have presented evidence that TR is a factor in the oxidative stress response in *L. plantarum *WCFS1. Our transcriptome data suggest that the TRX system (*trxA2 *and *trxB1*) is induced under hydrogen peroxide stress in *L. plantarum *WCFS1. Moreover, the discovery of a crossover-group of genes with a common response under hydrogen peroxide stress, especially DNA-repairing and stress transcripts, including the *pur *genes, *npr2*, and *gapB*, leads to the hypothesis that overproduction of TR results in a "mock-stress-mode." As a result under TR overproduction, 16 transcripts encoding genes involved in purine biosynthesis, cell wall biosynthesis, energy metabolism, cellular envelope biosynthesis, amino acid metabolism are activated. 

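After the pulse in the wild type, trxA2 had a log2 fold change of 1.16 (standard error 0.31, adjusted p = 0.12 from limma), with 0.79 in fermentation A and 1.53 in fermentation B. It passed the threshold of the paper, and it passed the adjusted threshold with median centring (adjusted p = 0.019), with each array as a replicate (0.039), with the experiment as a replicate block (0.044) and with the authors' ratios, by array (0.015) or averaged (0.046). The trxB1 gene had a value of 0.90 (standard error 0.32, adjusted p = 0.20), and passed only with the authors' ratios, by array (0.014) or averaged (0.045). Fits by array or with the replicate block count experiments 1 and II of fermentation A separately. The genes trxA1, trxA2, trxA3, trxH, trxB1 and trxB2 had a median of 0.35. None of them was affected over all genes, 1 was up-regulated when adjusted over the list alone, and 2 had an unadjusted p under 0.05. The ordinary linear model called neither trxA2 nor trxB1.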

The activation of these genes provides an explanation of why strain *L. plantarum *NZ7602 is better adapted to a challenge with hydrogen peroxide stress in comparison to the wild-type. The observed crossover between TR overproduction and hydrogen peroxide stress contributes essential information to understand the oxidative stress related signal transduction cascade in *L. plantarum*. Nevertheless, this study clearly needs to be followed up with experiments showing the effect, on the group of 16 transcripts resulting from an inactivation of *trxB1 *in *L. plantarum*. New leads concerning catalase (*kat*) and the GAPDH protein emerged from our transcriptome dataset. These leads will be further studied. Using regulatory motif searches we identified a known stress regulatory element: *lexA-dinR *and also a new motif: AACTAGCCGCGGTGGC (Fig. 4). Finally, transcription profiling also revealed new actors such as the uncharacterized ORF lp_1611 which seems to play a role in the oxidative stress response in *L. plantarum *WCFS1. Current investigations aim at pinpointing the role of TR in the oxidative stress response.

## Methods

### Bacterial strains, plasmids, media, and culture conditions

The bacterial strains used in this study are summarized in Table 5. *E. coli *strains were grown at 37°C in TY [23]. *Lactococcus lactis *was grown in M17 at 30°C and *L. plantarum *WCFS1 was grown at 37°C in de Man-Rogosa-Sharp (MRS) or in Chemically Defined Medium (CDM) [24].

**Table 5:** Bacterial strains and plasmids used in this study.

**Strain and Plasmids**	**Characteristics**	**Reference**
**Strains**		
*E. coli *DH5α		
*E. coli *E10		
*L. lactis *NZ9000	MG1363 *pepn::nisRK*	[35, 36]
*L. plantarum *WCFS1	Sequenced wild-type strain single colony isolate of NCIMB8826 form human saliva.	[10]
NZ7100	*L. plantarum *WCFS1 derivative with chromosomal integration of pEMnisRK plasmid.	This work
NZ7606	Cm^R^, *L. plantarum *NZ7100 derivative carrying the pNZ8150 plasmid.	This work
NZ7601	Cm^R^, *L. plantarum *NZ7100 derivative carrying the pMS011 plasmid.	This work
NZ7607	Cm^R^, *L. plantarum *WCFS1 derivative carrying the pNZ7021 plasmid.	This work
NZ7602	Cm^R^, *L. plantarum *WCFS1 derivative carrying the pMS040 plasmid.	This work
**Plasmids**		
pUC18Ery	Amp^R^, Em^R^	[26]
pACYC184	Cm^R^, Tet^R^	[37]
pNZ84	Cm^R^, pACYC184 derivative with deletion of Tetracycline resistance gene and BamhI site.	[38]
pNZ9521	Em^R^, nisRK cloned in pIL253, expression of nisRK driven by rep read-through.	[27]
pNZ7130	Amp^R^, Em^R ^pUC18EM derivative carrying 1.0 kb DNA fragments of both *L. plantarum *WCFS1 lp_0075 and lp_0077 genes.	This work
pNZ7131	Amp^R^, Em^R^, pNZ7130 derivative with extra cloning sites Nsa1 and NsiI.	This work
ppNZ7132	Cm^R^, Em ^R^, pNZ84 derivative carrying 1.0 kb DNA fragments of *L. plantarum *WCFS1 (lp_0075) and (lp_0077) genes and the Ery^R ^resistance marker.	This work
pNZ7133	Cm^R^, Em ^R ^p7132 derivative carrying the whole genes nisRK from L. lactis.	This work
pNZ8150	Cm^R^, pNZ8148 derivative lactococcal cloning and expression vector with nisA promoter upstream of a multiple cloning site and Sca1 restriction site.	[39]
pMS011	Cm^R^, pNZ8150 derivative carrying *L. plantarum *(lp_0761) *trxB1 *gene, translation fused to the nisA promoter.	This work
pNZ7021	Cm^R^, pNZ8148 derivative carrying *nisA::pepN*.	[40]
pMS040	Cm^R^, pNZ7021 derivative carrying *L. plantarum *lp_0761 *trxB1 *gene, translational fused to the pP_EPN _promoter.	This work

### DNA Manipulations

All molecular biology techniques were performed following established protocols by Sambrook [23]. DNA was digested according to the conditions recommended by the commercial suppliers of the restriction enzymes (Boehringer, Breda, The Netherlands). In all cases, DNA was eluted from 0.7% agarose gels using the Purification Kits from Promega (Leiden, The Netherlands). For a Polymerase chain reaction (PCR) we used: 1 μl template DNA (10 to 100 ng), 2 μl of each primer combination (50 ng/ml), 1 μl dNTP's (100 nM), 1 μl Pwo-polymerase (5 U/μl) and 10 μl polymerase buffer (5×) (Roche, Woerden, The Netherlands). The reaction mixtures were adjusted to 50 μl with deionized H_2_O.

### Construction of strain L. plantarum NZ7100

Previously it has been established that the nisin controlled expression system can be functionally implemented in *L. plantarum*, by chromosomal integration of the regulatory module encoding genes *nisRK *[25]. However, the strain described by Pavan *et al*. harbors an erythromycin resistance marker. Therefore, a chromosomal *lp_0076:::nisRK *gene replacement without resistance marker was constructed. For this purpose, lp_0076 upstream and downstream flanking regions were amplified by proofreading PCR using genomic DNA of *L. plantarum *WCFS1 as template. The primers used to amplify the 5'- and 3'-regions of lp_0075 and lp_0077 respectively were lp_0075-FORW and lp_0075-REV; lp_0077-FORW and lp_0077-REV, shown in Table 6. The PCR amplicons obtained were digested with EcorI-BamhI, and BamhI-XbaI (sites introduced in the primers used are underlined in Table 6) and cloned into a EcoRI-XbaI digested pUC18Em [26]. The genetic organization of the resulting plasmid was verified by PCR and was designated pNZ7130. To introduce additional endonuclease restriction sites in pNZ7130 the multiple cloning sites containing fragment was amplified by PCR using the primers EM1 and EM2 (Table 6). The resulting amplicon (35 bp) was digested with BamhI and BglII and cloned in BamhI digested pNZ7130, yielding pNZ7131. The 2.6 kb HindII fragment of pNZ7131 that contains the lp_0076 flanking regions separated by the multiple cloning site and the erythromycin resistance encoding gene, was subcloned in vector pNZ84, yielding the lp_0076 replacement vector pNZ7132. The *lp_0076::nisRK *replacement plasmid pNZ7133 was constructed by cloning of the 2.4 kb HpaII-PstI fragment of pNZ9521 [27] into the NsaI-NsiI digested pNZ7132. The plasmid pNZ7133 was introduced into *L. plantarum *WCFS1 and primary integrants were selected on basis of erythromycin resistance. The anticipated configuration of the pNZ7133 plasmid integration in the lp_0076 locus was confirmed by PCR and Southern blotting (data not shown). One of the integrants was cultured for 140 generations without antibiotic selection. Subsequently, erythromycin sensitive (Em^S^) colonies were identified by plating on media without erythromycin followed by replication plating on erythromycin containing plates. In the Em^S ^colonies identified, a candidate *lp_0076::nisRK *replacement mutant was identified by PCR using internal primers in *NisK *and *Orfx *(data not shown). In a selected candidate *lp_0076::nisRK *strain, the anticipated genetic organization of the *lp_0076::nisRK *locus was further confirmed by additional PCR and Southern blot analyses (data not shown). The *lp_0076::nisRK *derivative of *L. plantarum *WCFS1 was designated NZ7100.

**Table 6:** Oligonucleotides used in this study. Designed restriction sites in the primers are shown underlined in the table.

**Oligonucleotides (5'-3')**	**Sequence**	**References**
Lp_0075-FORW	ACGTGAATTCCAGTTCAACTAGAACAAGC	
Lp_0075-REV	ACGTGGATCCTACAATCCGTTTCATATTG	
Lp_0077-FORW	ACGTGGATCCAAGGCGTCATCAAAATAG	
Lp-0077-REV	ACGTTCTAGACGCAATTTTCTTCACATTAC	
EM1	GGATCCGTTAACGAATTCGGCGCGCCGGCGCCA	
EM2	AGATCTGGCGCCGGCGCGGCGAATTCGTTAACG	
*trxB1*-FORW	ATGGCAAAGAGTTACGACG	
*trxB1*-REV	GTTGCATGCTCAATTAA ATCAGCTACGC	
*trxB1*-300	TTC AGA ACC AGT CCC AAT GAC	
*trxB1*-KPN1FORW	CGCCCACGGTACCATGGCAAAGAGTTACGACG	
*trxB1*-XBA1REV	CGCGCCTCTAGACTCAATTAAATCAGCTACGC	
*trxA1*-FORW	ATGATCGAACCAGTCGATAAG	
*trxA1*-REV	TTAGGCAGGCTTC ACTTC	
*trxA2*-FORW	ATGGTCGCAGCAACTACTG	
*trxA2*-REV	TTATAGATA TTGAGCTAAAGTTTG	
*trxA3*-FORW	ATGATTAAAGAAATACATGACC	
*trxA3*-REV	TTAAGCAAGTGCTTTTTTGAGTTC	
*trxH*-FORW	ATGGCAACTGCA ACTTTAAG	
*trxH*-REV	CTACTTTTCAAGTGTATCTAAG	
*trxB2*-FORW	ATGAGTGCAGAATATGATTTAAC	
*trxB2*-REV	CGGGTACCCCGGTTTCTCGTCCTATTTGC	
*trxB2*-truncFORW	ATT CGG ATC CGT AGT CTC TGC AAG TTG C	
*trxB2*-truncREV	TTT GCG GTA CCA CAG AAT ATG ATT TAA CAA TTA	

### Construction of trxB1 over-expressing strains NZ7601 and NZ7602

#### NZ7601

The gene *trxB1 *in *L. plantarum *WCFS1 was amplified by Pwo-polymerase using genomic DNA from *L. plantarum *WCFS1 as template and two primers: *trxB1*-FORW and *trxB1*-REV with a SphI restriction site (site introduced in the primer used; underlined Table 6). The amplified DNA fragment was cloned into the linearized vector pNZ8150. The complete plasmid, designated pMS011, was cloned and purified from *L. lactis *NZ900 cells [28] displaying chloramphenicol resistance (Cm^R^) and introduced into *L. plantarum *NZ7100. The plasmid isolated form the *L. plantarum *colonies displaying Cm^R ^were checked by restriction and sequencing analysis. One of these transformants containing the *L. plantarum trxB1 *gene translationally fused to the *nisA *promoter was denominated NZ7601.

#### NZ7602

The gene *trxB1 *in *L. plantarum *WCFS1 was amplified by Pwo-polymerase using genomic DNA from *L. plantarum *WCFS1 as template and two primers: *trxB1*-KPNFORW and *trxB1*-XBA1REV containing a Kpn1 and Xba1 site, respectively. The amplified fragment was purified from the gel and cloned into the digested vector pNZ7021. The complete plasmid, pMS040, was cloned and isolated from *L. lactis *NZ9000 colonies displaying Cm^R ^From the colonies displaying Cm^R ^plasmid was isolated and checked by restriction and PCR analysis. Then, purified plasmid pMS040 was inserted into *L. plantarum *NZ7100 [29]. These transformants contained the *trxB1 *gene translationally fused with the constitutive P_pepN _promoter [15] and one of this colonies was denominated NZ7602.

### Control strains NZ7606 and NZ7607

In the experiments with the nisin inducible promoter we used as control strain NZ7606, a *L. plantarum *NZ1700 strain containing the pNZ8150 vector. On the other hand, for the chemostat studies strain NZ7607 was used as control. Strain NZ7607 is *L. plantarum *WCFS1 containing the pNZ7021 vector.

### Nisin Induction

Nisin induction was done as previously described by Pavan *et al *[25] using 50 ng/ml nisin for induction.

### Quantitative PCR assays

Total RNA was isolated from exponentially growing *L. plantarum *WCFS1 cultures with the High Pure RNA Isolation Kit (Roche, Woerden, The Netherlands). To eliminate genomic DNA contamination a 60 min DNAse I treatment was included in the isolation procedure. Furthermore, the quality and quantity of the RNA was confirmed using the RNA 6000 Nano Assay (Agilent Technologies, Amstelveen, The Netherlands) using the Agilent 2100 expert Bioanalyzer. Cultures of the bacterium were grown in anaerobic jars on CDM containing 5 mM Diamide at 37°C, or CDM containing 5 mM DTT at 37°C and 30°C. In all cases 0.5% (w/v) glucose was added as carbon source. For the reverse transcription reaction 200 ng RNA was incubated at 65°C for 5 minutes with 270 ng random nonamers, and 1 μl of 10 mM dNTP mixture. After 5 minutes on ice, the following was added: 5 μl 5 × First strand Buffer, 2 μl 0.1 M DTT, 1 μl Superscript III (200 UNITS), 1 μl RNASEout (40 UNITS) (all Invitrogen) and water to a final volume of 20 μl. The reaction was incubated at 25°C for 5 min and then at 50°C for 60 min. The reaction was inactivated by heating at 70°C for 15 min. Generated cDNA samples were stored at -20°C until use. Quantitative PCR amplification was performed in 96-well plate on a 7500 Fast System (Applied Biosystems), using SYBR green for product detection. Each well contained 10 μl SYBR green Master Mix (Applied Biosystems), 200 nM of Reverse and forward primers, and 1 μl of 10-fold or 100-fold diluted RT product as template. The qPCR gene-specific probes of *L. plantarum *WCFS1 of *trxA1 *(0.3 kb), *trxA2 *(0.3 kb), *trxA3 *(0.3 kb), *trxH *(0.3 kb), *trxB1 *(0.3 kb), and *trxB2 *(0.6 kb) were amplified using specific primer combinations *trxA1*-FORW and *trxA1*-REV; *trxA2*-FORW and *trxA2*-REV; *trxA3*-FORW and trxA3-REV; *trxH*-FORW and *trxH*-REV; *trxB1*-FORW and *trxB1*-300; *trxB2*-truncFORW and *trxB2*-truncREV. All primers are specified in Table 6. Amplification was initiated at 95°C for 10 min, followed by 40 cycles of 95°C for 15 sec, 53°C for 30 sec and 60°C for 60 sec for probes *trxA1*, *trxA3 *and *trxH*. For the other probes (*trxA2*, *trxB1*, and *trxB2*) the step of 53°C for 30 sec was changed to 55°C for 30 sec. All samples were measured in duplicate. Control PCRs were included to detect background contamination (no-template control) and remaining chromosomal DNA (RT reactions in which enzyme superscript III was not added). PCR specificity and product detection were checked post amplification by examining the dissociation curves of the PCR products. These melting curve profiles were generated by first heating the samples to 95°C and then cooling them to 60°C and slowly heating then at 2°C/min to 95°C for detection of SYBR green fluorescence. In each run, five standards of the gene of interest were included with appropriate dilutions of the cDNA, to determine the cDNA concentration in the samples. All q-PCRs amplified a single product as determined by the melting curve analysis and the releative expression level is given as arbitrary units (Au).

Growth curves. For the growth experiments, 96-well plates were used. Each well was filled with 200 μl medium and 10 μl growing cells (OD_600 _of 1.0). The 96-well plates were inoculated at 37°C and cell density was measured by detecting the turbidity of the cultures at 600 nm every 10 min. To study oxidative stress response, either diamide (5 mM) or hydrogen peroxide (3.5 mM) was added to the medium.

### Growth-zone inhibition assays

Cultures were grown at 37°C in MRS until OD_600 _of 0.4. At this point, 2.5 ml of culture was plated by mixing with 50 ml of 0.7% Agarose MRS at 40°C. After the agar/culture plates hardened, perforations of 6 mm diameter were made. In each of these apertures, 30 μl of solution (1 M, 0.5 M, 0.25 M and 0.10 M) of diamide or (1 M, 0.5 M) hydrogen peroxide was added. Plates were incubated overnight at 37°C. The growth inhibition towards the oxidative stress agents was measured as the radius of growth inhibition expressed in centimeters.

### Preparation of cell free extracts (CFE)

Cells of a growing culture OD_600 _of 1.0 (approx. 10 ml) were harvested by centrifugation at 12.000 × g for 10 minutes at 4°C. The pellet was washed twice with 1 M Tris-HCl buffer pH = 7.5. Next, the cells were suspended in 1 ml of 1 M Tris-HCl buffer pH = 7.5 and disrupted by Fastprep (Qbiogene Inc., Illkirch, France) in four treatments of 40 seconds at speed 4.0. The suspension was centrifuged 2 min at maximum speed and the supernatant or CFE was transferred to a new vial and used directly. Protein content of the CFE was determined through the standard BCA Protein Assay kit (Pierce, Etten-Leur, The Netherlands).

### Thioredoxin reductase enzyme assays

The reaction mixture (RM) was prepared by mixing (in ice) 200 μl of 1 M Tris-HCl, pH = 7.5, 500 μl of insulin (10 μg/μl), 2.5 μl EDTA pH = 7.5 (0.2M), and 40 μl NADPH (40 mg/ml). For each enzymatic reaction 40 μl RM were used together with 20 μl TRX (60 μM) from *E. coli *(Sigma), and 80 μl CFE. Each reaction was incubated for 25 minutes at 37°C; after this 500 μl of 6M Guanidine HCl/0.2 M Tris-HCl, pH = 7.5/1 mM DTNB was added. The final absorbance at 412 nm was measured at 25°C. Note that the extinction coefficient of DTNB reduction is 13.6 mM^-1 ^and that there are two molecules of TNB per molecule DTNB being reduded. The background signal in the assay was determined in the absence of TRX in one of the assays. TR activity was expressed as nmol of DTNB·(min·mg protein)^-1 ^and calculated as follows: Δabs_412_·(0.620)·(protein content)^-1^·2·(εDTNB)^-1^·10^^6^.

### Glyceraldehyde-3-phosphate dehydrogenase enzyme assay

The assay mixture contained: triethanolamine-HCl buffer (pH 7.6), 100 mM; ATP, 1 mM; EDTA, 1 mM; MgSO4, 1.5 mM; NADH, 0.15 mM; phosphoglycerate kinase 22.5 U (Boehringer, Breda, The Netherlands); and CFE. The reaction was started with 5 mM 3-phosphoglycerate. The absorption of the assay mixture was monitor at 340 nm (E_340 _nm of reduced pyridine-dinucleotide cofactors is 6.3 mM^-1^). Enzyme activity is expressed as μM of amount of NADH converted per (min·mg protein)^-1^. All assays were performed with two concentrations of cell extract to confirm that reaction rates were proportional to the amount of cell extract added. Protein content of the CFE was determined through the standard BCA Protein Assay kit.

### Continuous cultivations

Cultures were grown at 37°C in CDM [24] which was supplemented with 100 mM glucose and 10 μg/ml of chloramphenicol. A 1 Liter bioreactor (Applikon Dependable Instruments) was inoculated with cells from an overnight culture to an initial OD_600 _of 0.1 in 500 ml medium. A pH of 5.5 was maintained by the addition of 5 M NaOH and the stirrer speed was set at 200 rotations per minute (rpm). The headspace of the fermentors and medium vessel were full at all times with nitrogen gas at a flow rate of 520 ml·min^-1^. The cultures were kept at the dilution rate of 0.1 h^-1 ^and steady state was assumed after 5 volume changes. At steady state or (t_0_), samples were taken for transcriptomics, HPLC analysis, dry weight, and enzyme samples. In addition, at steady state, 50 ml of hydrogen peroxide was added to the fermentors resulting in a final concentration of 3.5 mM in the fermentor. After 30 min (t_30_), samples were taken for transcriptomics, HPCL analysis, and enzymatic analysis.

### Microarrays

#### RNA isolation

A 40 ml *L. plantarum *WCFS1 culture at steady state was added to 160 ml of quenching buffer [30] (60% methanol, 66.7 mM HEPES; pH 6.5; 40°C). Following quenching, the cells were immediately pelleted by centrifugation at 18.000 × g for 10 min at 20°C. The pellet was resuspended in a screw cap tube containing in 0.4 ml TE, 250 μl acidic phenol, 250 μl chloroform, 30 μl 3 M sodium acetate pH 5.2, 30 μl 10% sodium dodecyl sulphate, and 1 gram glass beads. The tube was immediately frozen in liquid nitrogen and samples were stored at -80°C. The cells were disrupted with three subsequent 40 second treatments separated by 1 min on ice in a Fastprep (Qbiogene Inc., Illkirch, France). After disruption, 0.5 ml of the aqueous phase was used for RNA isolation with a High Pure kit, which included 1 h of treatment with DNase I (Roche Diagnostics, Mannheim; Germany). The isolated RNA was eluted in 50 μl of elution supplied in the kit.

#### cDNA synthesis and purification

Before first-strand cDNA synthesis, the absence of genomic DNA and RNA degradation in the RNA samples was confirmed using the RNA 6000 Nano Assay (Agilent Technologies, Amstelveen, The Netherlands) using the Agilent 2100 expert Bioanalyzer. First-strand cDNA synthesis was carried out by the CyScribe Post-Labelling and Purification kit (Amersham Biosciences, Buckinghamshire, UK) following the manufacturer's instructions with two modifications. The starting amount of mRNA used per sample was 25 μg and the synthesis reactions were incubated for 3 h at 42°C.

#### Data acquisition and processing

Two independent chemostat cultivations were performed for both wild type and *trxB1 *over-expression strain. Three hybridization experiments, all with the same hybridization scheme (see below), were performed with samples obtained from these chemostats before and after treatment with hydrogen peroxide. Two of these experiments used samples obtained from the same fermentation. In each experiment three arrays were used. Per array two cDNA labeled targets were hybridized on custom designed *L. plantarum *WCFS1 11 K Agilent oligo microarrays (GEO Acc. Nr. GPL4318) using the Agilent 60-mer oligo microarray processing protocol version 4.1. These microarrays contained an average of three probes per gene. The hybridization scheme contained the following cDNA comparisons (1) wildtype with *trxB1 *over-expression mutant; (2) wildtype with wildtype treated with hydrogen peroxide; and (3) wildtype treated with hydrogen peroxide with *trxB1 *over-expression mutant treated with hydrogen peroxide. Dried slides were scanned in the Scan Array Express (PerkinElmer Life Sciences; Packard Bioscience) at 10 microns. Spot intensity data was quantified (average intensity) in ImaGene version 5.0 (BioDiscovery, Inc., El Segundo, CA). Signal intensities of all probes were corrected against background and normalized by fitting a plot of M (= _2_log [cy5 intensity/cy3 intensity]) against A (= 0.5·_2_log [cy5 intensity·cy3 intensity]) using the lowess algorithm in BASE [31]. The normalized data has been made available with GEO Acc. Nr. GSE8348. The fold change (FC) is defined as 2^M^. For the statistical analysis we used microarray analysis of variation (R/maanova) [32]. In this maanova test we used three variables: fermentation, treatment, and genotype. Moreover we tested the model taking into consideration the interaction between genotype and treatment. The maanova test resulted only in two sets of interesting data because the interaction effect did not reveal significant changes in transcript levels. 

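The interaction was taken as the strain difference after the pulse less that before it. By limma, 0 of 2854 genes were affected at the adjusted threshold, and 27 had an unadjusted p under 0.05, where chance gives 142.7. A count so far below chance means that these p values do not follow it, so the lack of calls is no evidence that the strains respond alike. At the threshold of the paper there was 1, lp_0335, a gene named only after its value was seen. The ordinary linear model and the experiment as a replicate block also gave 0 at an adjusted p under 0.05. For this contrast a gene-specific dye bias cancels. The strain difference after the pulse correlated across genes between fermentations A and B with r = -0.412, against 0.30 without peroxide. Only experiments 1 and BIO enter these values, and genes are not independent replicates. In the authors' ratios after the pulse, BIO gave r = -0.43 with experiment 1 and -0.21 with experiment II.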

One dataset representing the transcripts affected as a result of the overproduction of TR and another set representing the transcripts affected due to oxidative stress. These two datasets were denominated genotype and hydrogen peroxide datasets respectively. Significantly regulated genes within each dataset were defined as genes whose nominal p_values _were less than 1% and had a fold change equal or higher than 1.5.

### Regulatory Motifs

Determination of regulatory motifs from a list of genes was based on predictions of upstream transcriptional units (TU's) made using an in-house Python program, alignments of these TU's using the MEME [33] and determining of nucleotide sequences using the MAST software [34] tools. The MEME software determines through alignments small motifs which are present in the analyzed sequences and assigns a significant value, E_value_, and score per position. This significant value represents how well preserved the motif is, the number of TU's that this motif has, and the conserved position of the motif in the analyzed TU's. The MAST software allows searching for the motif in the genome of interest.

## Competing interests

The authors(s) declare that they have no competing interests.

## Authors' contributions

The presented experimental work was performed by LMS, a PhD scholar working under the supervision of ES and WdV. PB constructed strain NZ7100. DM performed the statistical analysis of the microarrays. Regulatory Motif search was done by MW. For the visualization of transcriptome data we used the genome scale model of *L. plantarum *WCFS developed by BT. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Global transcriptome response towards hydrogen peroxide stress in *L. plantarum *strains NZ7607 and NZ7602. Significantly affected genes (267) due to hydrogen peroxide stress both in strains NZ7607 and NZ7602 (p_value _< 0.01 & FC ≥ 1.5). Predicted gene names, function, fold change induction as well as main class of the genes are displayed in column one and three respectively. Main functional classes presented in bold are those classes found overrepresented in this study when compared to the total genome of *L. plantarum*. Click here for file

## References

[B1] Laurent TC, Moore EC, Reichard P (1964). Enzymatic Synthesis of Deoxyribonucleotides. Iv. Isolation and Characterization of Thioredoxin, the Hydrogen Donor from Escherichia Coli B. J Biol Chem.

[B2] Arner ES, Holmgren A (2000). Physiological functions of thioredoxin and thioredoxin reductase. Eur J Biochem.

[B3] Prieto-Alamo MJ, Jurado J, Gallardo-Madueno R, Monje-Casas F, Holmgren A, Pueyo C (2000). Transcriptional regulation of glutaredoxin and thioredoxin pathways and related enzymes in response to oxidative stress. J Biol Chem.

[B4] Stoyanovsky DA, Tyurina YY, Tyurin VA, Anand D, Mandavia DN, Gius D, Ivanova J, Pitt B, Billiar TR, Kagan VE (2005). Thioredoxin and lipoic acid catalyze the denitrosation of low molecular weight and protein S-nitrosothiols. J Am Chem Soc.

[B5] Jobin MP, Garmyn D, Divies C, Guzzo J (1999). Expression of the Oenococcus oeni trxA gene is induced by hydrogen peroxide and heat shock. Microbiology.

[B6] Scharf C, Riethdorf S, Ernst H, Engelmann S, Volker U, Hecker M (1998). Thioredoxin is an essential protein induced by multiple stresses in Bacillus subtilis. J Bacteriol.

[B7] Vignols F, Brehelin C, Surdin-Kerjan Y, Thomas D, Meyer Y (2005). A yeast two-hybrid knockout strain to explore thioredoxin-interacting proteins in vivo. Proc Natl Acad Sci USA.

[B8] Holmgren A (1985). Thioredoxin. Annu Rev Biochem.

[B9] Li Y, Hugenholtz J, Sybesma W, Abee T, Molenaar D (2005). Using Lactococcus lactis for glutathione overproduction. Appl Microbiol Biotechnol.

[B10] Kleerebezem M, Boekhorst J, van Kranenburg R, Molenaar D, Kuipers OP, Leer R, Tarchini R, Peters SA, Sandbrink HM, Fiers MW (2003). Complete genome sequence of Lactobacillus plantarum WCFS1. Proc Natl Acad Sci USA.

[B11] Molenaar D, Bringel F, Schuren FH, de Vos WM, Siezen RJ, Kleerebezem M (2005). Exploring Lactobacillus plantarum genome diversity by using microarrays. J Bacteriol.

[B12] Seo D, Kamino K, Inoue K, Sakurai H (2004). Purification and characterization of ferredoxin-NADP+ reductase encoded by Bacillus subtilis yumC. Arch Microbiol.

[B13] de Ruyter PG, Kuipers OP, de Vos WM (1996). Controlled gene expression systems for Lactococcus lactis with the food-grade inducer nisin. Appl Environ Microbiol.

[B14] Leichert LI, Scharf C, Hecker M (2003). Global characterization of disulfide stress in Bacillus subtilis. J Bacteriol.

[B15] Tan PS, van Alen-Boerrigter IJ, Poolman B, Siezen RJ, de Vos WM, Konings WN (1992). Characterization of the Lactococcus lactis pepN gene encoding an aminopeptidase homologous to mammalian aminopeptidase N. FEBS Lett.

[B16] Winterling KW, Chafin D, Hayes JJ, Sun J, Levine AS, Yasbin RE, Woodgate R (1998). The Bacillus subtilis DinR binding site: redefinition of the consensus sequence. J Bacteriol.

[B17] Winterling KW, Levine AS, Yasbin RE, Woodgate R (1997). Characterization of DinR, the Bacillus subtilis SOS repressor. J Bacteriol.

[B18] Abriouel H, Herrmann A, Starke J, Yousif NM, Wijaya A, Tauscher B, Holzapfel W, Franz CM (2004). Cloning and heterologous expression of hematin-dependent catalase produced by Lactobacillus plantarum CNRZ 1228. Appl Environ Microbiol.

[B19] Vido K, Diemer H, Dorsselaer AV, Leize E, Juilard V, Gruss A, Gaudu P (2005). Roles of Thioredoxin Reductase during the Aerobic Life of Lactococcus lactis. Journal of Bacteriology.

[B20] Scharf C, Riethdorf S, Ernst H, Engelmann S, Volker U, Hecker M (1998). Thioredoxin is an essential protein induced by multiple stresses in Bacillus subtilis. J Bacteriol.

[B21] Vido K, Diemer H, Van Dorsselaer A, Leize E, Juillard V, Gruss A, Gaudu P (2005). Roles of thioredoxin reductase during the aerobic life of Lactococcus lactis. J Bacteriol.

[B22] van Niel EW, Hofvendahl K, Hahn-Hagerdal B (2002). Formation and conversion of oxygen metabolites by Lactococcus lactis subsp. lactis ATCC 19435 under different growth conditions. Appl Environ Microbiol.

[B23] Sambrook JF, EF, Maniatis T (1989). Molecular Cloning: A Laboratory manual.

[B24] Teusink B, van Enckevort FH, Francke C, Wiersma A, Wegkamp A, Smid EJ, Siezen RJ (2005). In silico reconstruction of the metabolic pathways of Lactobacillus plantarum: comparing predictions of nutrient requirements with those from growth experiments. Appl Environ Microbiol.

[B25] Pavan S, Hols P, Delcour J, Geoffroy MC, Grangette C, Kleerebezem M, Mercenier A (2000). Adaptation of the nisin-controlled expression system in Lactobacillus plantarum: a tool to study in vivo biological effects. Appl Environ Microbiol.

[B26] van Kranenburg R, Marugg JD, van S, Willem NJ, de Vos WM (1997). Molecular characterization of the plasmid-encoded eps gene cluster essential for exopolysaccharide biosynthesis in Lactococcus lactis. Mol Microbiol.

[B27] Kleerebezem M, Beerthuyzen MM, Vaughan EE, de Vos WM, Kuipers OP (1997). Controlled gene expression systems for lactic acid bacteria: transferable nisin-inducible expression cassettes for Lactococcus, Leuconostoc, and Lactobacillus spp. Appl Environ Microbiol.

[B28] Holo H, Nes IF (1989). High-Frequency Transformation, by Electroporation, of Lactococcus lactis subsp. cremoris Grown with Glycine in Osmotically Stabilized Media. Appl Environ Microbiol.

[B29] Josson K, Scheirlinck T, Michiels F, Platteeuw C, Stanssens P, Joos H, Dhaese P, Zabeau M, Mahillon J (1989). Characterization of a gram-positive broad-host-range plasmid isolated from Lactobacillus hilgardii. Plasmid.

[B30] Pieterse B, Jellema RH, van der Werf MJ (2006). Quenching of microbial samples for increased reliability of microarray data. J Microbiol Methods.

[B31] Saal LHTC, Vallon-Christersson J, Gruvberger S, Borg A, Peterson C (2002). "BioArray Software Environment (BASE): a platform for comprehensive management and analysis of microarray data.". Genome Biol.

[B32] Cui X, Churchill GA (2003). Statistical tests for differential expression in cDNA microarray experiments. Genome Biol.

[B33] Elkan TLBaC (1994). "Fitting a mixture model by expectation maximization to discover motifs in bioploymers". Proceedings of the Second International Conference on Intelligent Systems for Molecular Biology.

[B34] Gribskov TLBaM (1998). "Combining evidence using p-values:application to sequence homology searches". Bioinformatics.

[B35] Bolotin A, Wincker P, Mauger S, Jaillon O, Malarme K, Weissenbach J, Ehrlich SD, Sorokin A (2001). The complete genome sequence of the lactic acid bacterium Lactococcus lactis ssp. lactis IL1403. Genome Res.

[B36] Gasson MJ (1983). Plasmid complements of Streptococcus lactis NCDO 712 and other lactic streptococci after protoplast-induced curing. J Bacteriol.

[B37] Chang AC, Cohen SN (1978). Construction and characterization of amplifiable multicopy DNA cloning vehicles derived from the P15A cryptic miniplasmid. J Bacteriol.

[B38] van Alen-Boerrigter IJ, Baankreis R, de Vos WM (1991). Characterization and overexpression of the Lactococcus lactis pepN gene and localization of its product, aminopeptidase N. Appl Environ Microbiol.

[B39] Mierau I, Kleerebezem M (2005). 10 years of the nisin-controlled gene expression system (NICE) in Lactococcus lactis. Appl Microbiol Biotechnol.

[B40] Wegkamp A, van Oorschot W, de Vos WM, Smid EJ (2007). Characterization of the role of para-aminobenzoic acid biosynthesis in folate production by Lactococcus lactis. Appl Environ Microbiol.

# Supplementary material for: Thioredoxin reductase is a key factor in the oxidative stress response of Lactobacillus plantarum WCFS1
**Source:** Microb Cell Fact. 2007 Aug 28;6:29. doi: 10.1186/1475-2859-6-29
**Supplement:** Additional file 1 — Global transcriptome response towards hydrogen peroxide stress in L. plantarum strains NZ7607 and NZ7602. Significantly affected genes (267) due to hydrogen peroxide stress both in strains NZ7607 and NZ7602 (pvalue < 0.01 & FC ≥ 1.5). Predicted gene names, function, fold change induction as well as main class of the genes are displayed in column one and three respectively. Main functional classes presented in bold are those classes found overrepresented in this study when compared to the total genome of L. plantarum.

Locus	FC ²<br>treatment	Gene	Product	Main Functional Class (%) ¹
lp_0979	1,52	<i>thrA1</i>	aspartate kinase	Amino acid biosynthesis (1%)
lp_2034	1,54	<i>tyrA</i>	prephenate dehydrogenase	
lp_0255	1,86	<i>metC1</i>	cystathionine beta-lyase	
lp_0256	1,99	<i>cysK</i>	cysteine synthase	
lp_1492	0,66	<i>moaC</i>	molybdopterin precursor synthase MoaC	Biosynthesis of cofactors, prosthetic groups, and carriers (1%)
lp_2377	1,51	<i>hemK</i>	protoporphyrinogen oxidase (putative)	
lp_1470	1,95	<i>csd1</i>	cysteine desulfurase	
lp_2270	2,06	<i>trxA2</i>	thioredoxin	
lp_3154	0,52	<i>acm3-C</i>	muramidase, C-terminal fragment	Cell envelope (4%)
lp_3679	0,57		extracellular protein	
lp_3676	0,62		extracellular protein	
lp_3677	0,63		cell surface protein precursor	
lp_1165	0,65		cell surface hydrolase (putative)	
lp_0197	0,65		cell surface protein precursor	
lp_2716	0,66	<i>ica3</i>	glycosyltransferase (putative)	
lp_0304	1,62		extracellular protein	
lp_2658	1,69		glycosyltransferase (putative)	
lp_1793 ³	1,89		adherence protein	
lp_0774	1,57	<i>hxaS</i>	autoinducer production protein	
lp_0728	1,66	<i>groEL</i>	GroEL chaperonin	
lp_3128	1,85	<i>groES</i>	stress induced DNA binding protein	Cellular processes (3%)
lp_0727	1,93		GroES co-chaperonin	
lp_0930	2,28	<i>asp2</i>	alkaline shock protein	
lp_0929	2,47	<i>asp1</i>	alkaline shock protein	
lp_3578	3,25	<i>kat</i>	catalase	
lp_2906	3,68	<i>endA</i>	DNA-entry nuclease	
lp_2544	5,01	<i>npr2</i>	NADH peroxidase	
lp_2610	1,51	<i>dxs</i>	1-deoxy-D-xylulose-5-phosphate synthase	Central intermediary metabolism (1%)
lp_3263	1,53	<i>crtM</i>	phytoene synthase	
lp_3020	0,66	<i>tag2</i>	DNA-3-methyladenine glycosylase I	
lp_2109	1,52	<i>uvrC</i>	excinuclease ABC, subunit C	DNA metabolism (7%)
lp_0910	1,57	<i>recQ2</i>	DNA helicase (putative)	
lp_1885	1,62		ATP-dependent DNA helicase RecQ	
			DNA-directed DNA polymerase III, epsilon chain (putative)	
lp_0811	1,69	<i>ruvB</i>	holliday junction DNA helicase RuvB	
lp_2286 ²	1,77		holliday junction DNA helicase RuvB	
lp_2287 ²	1,78	<i>ruvA</i>	holliday junction DNA helicase RuvA	
lp_1840	1,86	<i>parE</i>	topoisomerase IV, subunit B	
		<i>dnaE</i>	DNA-directed DNA polymerase III, alpha chain	
lp_1899	1,93		DNA helicase (putative)	
lp_0432	2,12		DNA helicase (putative)	
lp_0308	2,14		DNA helicase (putative)	
lp_0773	2,21	<i>uvrA1</i>	excinuclease ABC, subunit A	
lp_1839	2,35	<i>parC</i>	topoisomerase IV, subunit A	
lp_2693 ^{2,3}	2,60	<i>rexA</i>	ATP-dependent nuclease, subunit A	
lp_2694 ^{2,3}	2,69	<i>rexB</i>	ATP-dependent nuclease, subunit B	
lp_0772	2,77	<i>uvrB</i>	excinuclease ABC, subunit B	
lp_2301 ^{2,3}	4,11	<i>recA</i>	recombinase A	
lp_2280	4,35	<i>dinP</i>	DNA-damage-inducible protein P	
lp_3023	4,62	<i>umuC</i>	UV-damage repair protein	

Locus	FC ²<br>treatment	Gene	Product	Main Functional Class (%) ¹
lp_3662	0,45	<i>adhE</i>	bifunctional protein: alcohol dehydrogenase; acetaldehyde dehydrogenase	Energy metabolism (10%)
lp_0579	0,45	<i>panD</i>	aspartate 1-decarboxylase	
lp_2684	0,50	<i>araT2</i>	aromatic amino acid specific aminotransferase	
lp_1912	0,55	<i>pps</i>	pyruvate,water dikinase	
lp_3605	0,56	<i>iolG1</i>	myo-inositol 2-dehydrogenase	
lp_0505	0,56	<i>sdhB</i>	L-serine dehydratase, beta subunit	
lp_3606	0,57	<i>iolG2</i>	myo-inositol 2-dehydrogenase	
lp_3484	0,58	<i>lacM</i>	beta-galactosidase, small subunit	
lp_3314	0,58	<i>pflA2</i>	formate acetyltransferase activating enzyme	
lp_3607	0,58	<i>iolE</i>	inositol catabolism protein IolE	
lp_3313	0,59	<i>pflB2</i>	formate C-acetyltransferase	
lp_3608	0,60	<i>iolG3</i>	myo-inositol 2-dehydrogenase	
lp_1497	0,61	<i>narG</i>	nitrate reductase, alpha chain	
lp_1109	0,62	<i>citF</i>	citrate lyase, alpha chain	
lp_1498	0,64	<i>narH</i>	nitrate reductase, beta chain	
lp_3483	0,64	<i>lacL</i>	beta-galactosidase, large subunit	
lp_2390	0,64	<i>bcaT</i>	branched-chain amino acid aminotransferase	
lp_2096	0,65	<i>fruK</i>	1-phosphofructokinase	
lp_0952	0,65		fumarate reductase, flavoprotein subunit precursor	
lp_0050	1,52	<i>pnb</i>	p-nitrobenzoate reductase	
lp_3420	1,60	<i>gadB</i>	glutamate decarboxylase	
lp_1112	1,63	<i>fum</i>	fumarate hydratase	
lp_0305	1,65	<i>gcsH1</i>	glycine cleavage system, H protein	
lp_0789 ³	1,83	<i>gapB</i>	glyceraldehyde 3-phosphate dehydrogenase	
lp_3045	1,85		short-chain dehydrogenase/oxidoreductase	
lp_0500	1,86	<i>rbsK1</i>	ribokinase	
lp_2629	5,02	<i>pos3</i>	pyruvate oxidase	
lp_3589	9,39	<i>pos5</i>	pyruvate oxidase	
lp_1672	0,28	<i>acpA2</i>	acyl carrier protein (3R)-hydroxymyristoyl-[acyl carrier protein] dehydratase	Fatty acid and phospholipid metabolism (5%)
lp_1670	0,32	<i>fabZ1</i>		
lp_1673	0,32	<i>fabD</i>	[acyl-carrier protein] S-malonyltransferase	
lp_1674	0,33	<i>fabG1</i>	3-oxoacyl-[acyl-carrier protein] reductase	
lp_1675	0,33	<i>fabF</i>	3-oxoacyl-[acyl-carrier protein] synthase II	
lp_1676	0,34	<i>accB2</i>	acetyl-CoA carboxylase, biotin carboxyl carrier protein	
lp_1678	0,35	<i>accC2</i>	acetyl-CoA carboxylase, biotin carboxylase subunit	
lp_1671	0,36	<i>fabH2</i>	3-oxoacyl-[acyl-carrier protein] synthase III	
lp_1680	0,37	<i>accA2</i>	acetyl-CoA carboxylase, carboxyl transferase subunit alpha	
lp_1679	0,38	<i>accD2</i>	acetyl-CoA carboxylase, carboxyl transferase subunit beta	
lp_1681	0,42	<i>fabI</i>	enoyl-[acyl-carrier protein] reductase (NADH)	
lp_1682	0,48		phosphopantetheinyltransferase	Regulatory functions (4%)
lp_0371	2,01	<i>glpD</i>	glycerol-3-phosphate dehydrogenase	
lp_2095	0,61	<i>fruR</i>	transcription regulator of fructose operon	
lp_3655	0,63	<i>srlM2</i>	sorbitol operon activator	
lp_2651	0,64		transcription regulator	
lp_2256	0,65	<i>ccpA</i>	catabolite control protein A	
lp_3234	0,66		transcription regulator	
lp_0825	1,54		transcription regulator (putative)	
lp_0126	1,57		stress-responsive transcription regulator (putative)	
lp_0294	1,60		transcription regulator (putative)	
lp_1360	3,31		transcription regulator	
lp_2063 ²	4,84	<i>lexA</i>	transcription repressor of the SOS regulon	
lp_1853 ³	1,75	<i>rnhB</i>	ribonuclease HII	Transcription (1%)
lp_2278	1,98	<i>rhe3</i>	ATP-dependent RNA helicase	

Locus	FC ²<br>treatment	Gene	Product	Main Functional Class (%) ¹
lp_0580	0,49		HD superfamily hydrolase	
lp_1081	0,52		unknown	
lp_2939 ²	0,53		unknown	
lp_1486	0,57		unknown	
lp_1485	0,58		unknown	
lp_1484 ³	0,59		unknown	
lp_1872	0,61		unknown	
lp_2669	0,62		unknown	
lp_0063	0,66		unknown	
lp_0899	0,66		unknown	
lp_0155	0,66		unknown	
lp_1637	1,51		unknown	
lp_2573	1,51		unknown	
lp_1163	1,51		nucleotide-binding protein, universal stress protein UspA family	
lp_1439	1,51		unknown	
lp_0053	1,52		unknown	
lp_3359	1,53		integral membrane protein	
lp_0030 ²	1,56		unknown	
lp_1723	1,57		hydrolase, HAD superfamily, Cof family	
lp_3438	1,57		unknown	
lp_2937	1,59		unknown	
lp_1704	1,59		integral membrane protein	
lp_0990	1,60		unknown	
lp_2337	1,61	<i>cshA3</i>	1 segregation helicase (putative)	
lp_1292	1,62		acetyltransferase (putative)	
lp_3448	1,63		unknown	
lp_1290	1,65		integral membrane protein	
lp_2513	1,66		unknown	Hypothetical proteins (22%)
lp_0837	1,71		unknown	
lp_2224 ²	1,72		unknown	
lp_1886	1,78		unknown	
lp_2631	1,78		lipase/esterase (putative)	
lp_2718	1,82		unknown	
lp_0533	1,86		integral membrane protein	
lp_0981 ²	1,89		integral membrane protein	
lp_0927	1,93		unknown	
lp_1703	1,97		unknown	
lp_3356	1,98		acetyltransferase (putative)	
lp_0306	2,08		unknown	
lp_0207 ²	2,09		unknown	
lp_0091 ²	2,15		unknown	
lp_2279	2,23		exopolyphosphatase-related protein (putative)	
lp_2212	2,25		unknown	
lp_0089	2,32		unknown	
lp_2342	2,37		unknown	
lp_1939	2,42		oxidoreductase	
lp_0928	2,49		unknown	
lp_0307	2,55		unknown	
lp_0499	2,66		unknown	
lp_1543	2,69		1 segregation helicase (putative)	
lp_0145 ³	2,73		unknown	
lp_2113	2,84		unknown	
lp_1880	2,87		unknown	
lp_3141 ²	3,03		unknown	
lp_1708	4,19		unknown	
lp_3142	4,71		unknown	
lp_3022 ²	5,30		unknown	
lp_0960	9,18		unknown	
lp_1611 ²	32,85		unknown	

Locus	FC ²<br>treatment	Gene	Product	Main Functional Class (%) ¹
lp_2442	0,47		prophage P2a protein 15	Other categories (13%)
lp_0650	0,48		prophage P1 protein 27	
lp_2432	0,49		prophage P2a protein 25	
lp_2433	0,49		prophage P2a protein 24	
lp_0643	0,50		prophage P1 protein 20	
lp_0653	0,50		prophage P1 protein 30	
lp_2430	0,51		prophage P2a protein 27	
lp_2431	0,51		prophage P2a protein 26	
lp_0648	0,52		prophage P1 protein 25	
lp_0647	0,53		prophage P1 protein 24	
lp_0641	0,53		prophage P1 protein 18	
lp_0640	0,53		prophage P1 protein 17	
lp_2428	0,54		prophage P2a protein 29	
lp_0649	0,55		prophage P1 protein 26	
lp_0654	0,55		prophage P1 protein 31	
lp_2441	0,55		prophage P2a protein 16	
lp_2427	0,56		prophage P2a protein 30	
lp_0638	0,56		prophage P1 protein 15	
lp_2429	0,58		prophage P2a protein 28	
lp_2437	0,58		prophage P2a protein 20	
lp_0642	0,58		prophage P1 protein 19	
lp_2440	0,60		prophage P2a protein 17	
lp_0655	0,61		prophage P1 protein 32	
lp_0679	0,61		prophage P1 protein 56	
lp_0637	0,61		prophage P1 protein 14	
lp_0652	0,61		prophage P1 protein 29	
lp_2444	0,63		prophage P2a protein 13	
lp_0636	0,63		prophage P1 protein 13	
lp_2446	0,63		prophage P2a protein 11	
lp_1192	0,63		transposase, fragment (putative)	
lp_0635	0,65		prophage P1 protein 12	
lp_2450	0,65		prophage P2a protein 7	
lp_2445	0,65		prophage P2a protein 12	
lp_1854	1,54		GTPase	
lp_2455	2,65		prophage P2a protein 2, integrase	
lp_0624	2,80		prophage P1 protein 1, integrase	
lp_2919	0,66	<i>pepR2</i>	prolyl aminopeptidase	Protein fate (1%)
lp_0959	1,85	<i>pepD3</i>	dipeptidase<br>protein-methionine-S-oxide<br>reductase	
lp_1836	3,34	<i>msrA3</i>	non-ribosomal peptide synthetase	
lp_0581	0,47	<i>npsB</i>	NpsB	Protein synthesis (6%)
lp_0578	0,53	<i>npsA</i>	non-ribosomal peptide synthetase<br>NpsA	
lp_0582	0,57	<i>npsC</i>	4'-phosphopantetheinyl transferase	
lp_1973	0,64	<i>rpsU</i>	ribosomal protein S21	
lp_1048	1,51	<i>rpsN</i>	ribosomal protein S14	
lp_1034	1,53	<i>rplD</i>	ribosomal protein L4	
lp_1255	1,55	<i>prfC</i>	peptide chain release factor 3	
lp_0009	1,55	<i>rpsF</i>	ribosomal protein S6	
lp_1036	1,56	<i>rplB</i>	ribosomal protein L2	
lp_2216	1,62	<i>rpsN2</i>	ribosomal protein S14-2	
lp_1535a	1,74	<i>rpmF</i>	ribosomal protein L32	
lp_1035	1,76	<i>rplW</i>	ribosomal protein L23	
lp_2285	1,80	<i>queA</i>	S-adenosylmethionine tRNA<br>ribosyltransferase-isomerase	
lp_0737	1,80		ribosomal protein S30EA	
lp_2119	1,82	<i>tuf</i>	elongation factor Tu	
lp_1077	1,90	<i>rplM</i>	ribosomal protein L13	

Locus	FC ²<br>treatment	Gene	Product	Main Functional Class (%) ¹
lp_2932	0,61	<i>nrpD</i>	anaerobic ribonucleoside-triphosphate reductase	Purines, pyrimidines, nucleosides and nucleotides (6%)
lp_0761	1,77	<i>trxB1</i>	thioredoxin reductase (NADPH)	
lp_2729	1,80	<i>purE</i>	phosphoribosylaminoimidazole carboxylase, catalytic subunit	
lp_1289	1,89		purine/pyrimidine phosphoribosyltransferase (putative)	
lp_2728	1,91	<i>purK1</i>	phosphoribosylaminoimidazole carboxylase, ATPase subunit	
lp_2723	2,18	<i>purF</i>	amidophosphoribosyltransferase precursor	
lp_2724	2,32	<i>purL</i>	phosphoribosylformylglycinamide synthase II	
lp_2727	2,33	<i>purC</i>	phosphoribosylaminoimidazole-succinocarboxamide synthase	
lp_2725	2,35	<i>purQ</i>	phosphoribosylformylglycinamide synthase I	
lp_0497	2,38	<i>deoC</i>	deoxyribose-phosphate aldolase	
lp_2726	2,42	<i>purS</i>	conserved purine biosynthesis cluster protein	
lp_2719	2,91	<i>purD</i>	phosphoribosylamine--glycine ligase	
lp_2721	3,06	<i>purN</i>	phosphoribosylglycinamide formyltransferase	
lp_2720	3,14	<i>purH</i>	bifunctional protein: phosphoribosylaminoimidazolecarboxamide formyltransferase; DMP cyclohydrolase	
lp_2722	3,44	<i>purM</i>	phosphoribosylformylglycinamide cyclo-ligase	
lp_0577	0,53	<i>pts9D</i>	mannose PTS, EIID	Transport and binding proteins (13%)
lp_0502	0,55	<i>sdaC</i>	serine transporter	
lp_0576	0,58	<i>pts9C</i>	mannose PTS, EIIC	
lp_1087	0,60	<i>lp_1087</i>	cation transport protein	
lp_2650	0,60	<i>pts19B</i>	N-acetylgalactosamine PTS, EIIB	
lp_3604	0,62		myo-inositol transport protein	
lp_2648	0,64	<i>pts19D</i>	N-acetylgalactosamine PTS, EIID	
lp_0575	0,64	<i>pts9AB</i>	mannose PTS, EIIB	
lp_2649	0,65	<i>pts19C</i>	N-acetylgalactosamine PTS, EIIC	
lp_1475	0,65	<i>fecE</i>	iron chelatin ABC transporter, ATP-binding protein	
lp_2097	0,65	<i>pts16ABC</i>	fructose PTS, EIIB	
lp_0982	1,51		amino acid transport protein	
lp_3285	1,52	<i>qacH</i>	quaternary ammonium compound-resistance protein	
lp_1335	1,52		ABC transporter, ATP-binding protein	
lp_2836	1,54		multidrug transport protein	
lp_0367	1,55	<i>choS</i>	glycine betaine/carnitine/choline ABC transporter, substrate binding and permease protein	
lp_1473	1,59	<i>fecB</i>	iron chelatin ABC transporter, substrate binding protein (putative)	
lp_0729	1,61		transport protein	
lp_0230	1,62	<i>pts2CB</i>	mannitol PTS, EIICB	Plasmids (1%)
lp_0991	1,62		multidrug transport protein	
lp_2823	1,64		ABC transporter, ATP-binding protein	
lp_3279	1,65	<i>kup2</i>	potassium uptake protein	
lp_1472	1,66		ABC transporter component, iron regulated (putative)	
lp_2822	1,71		ABC transporter, permease protein	
lp_2038	1,76		transport protein	
lp_2992	1,78	<i>mntH2</i>	manganese transport protein	
lp_1466	1,94	<i>feoB</i>	ferrous iron transport protein B	
lp_1468	1,96		ABC transporter, ATP-binding protein	
lp_1469	1,98		ABC transporter component (putative)	
lp_1610	2,01	<i>opuD</i>	glycine betaine/carnitine/choline ABC transporter, permease protein	
lp_3288	2,03		cation efflux protein	
lp_0331	2,17		sugar transport protein	
lp_1467	2,46	<i>feoA</i>	ferrous iron transport protein A	
lp_0498	2,91		fucose transport protein	
lp_p3_05	0,61			
lp_p1_01	0,66			
lp_RNA02	3,17			

¹values given in parenthesis correspond to the percentage of the total amount of genes (267) that belong to each depicted functional class.

²upstream region of gene contains the *lexA*-*dinR* regulatory motif: AGAACTCATGTTTCG

³upstream region of gene contains an uncharacterized regulatory motif: AGCTAATAGCATCGGC

How the deposited data were processed for this re-analysis (not part of the article)

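Expression was measured in Lactobacillus plantarum WCFS1 carrying the empty plasmid pNZ7021 (NZ7607, wild type) or the trxB1 plasmid pMS040 (NZ7602), grown in chemostats at 0.1 per h and sampled before and 30 min after a pulse of 3.5 mM hydrogen peroxide. There were 9 arrays, 3 for each of 3 comparisons, from 2 fermentations. The first RNA of each comparison was labelled with Cy3 and the second with Cy5 on every array. The results section describes triplicate cultivations, while the methods describe fewer independent chemostats and state that some of the hybridization experiments share a fermentation. The methods were followed, with experiments 1 and II as fermentation A and BIO as fermentation B.

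The authors scanned the arrays, quantified the mean intensity of each spot and of its local background in ImaGene, corrected for the background and normalized the log2 ratio of Cy5 to Cy3 by lowess within each array in BASE. The scanner intensities are linear and uncorrected. The table of the authors holds normalized log2 ratios. For the 7 arrays with both dyes, ratios recomputed here correlated with the ratios of that table with Pearson's r of at least 0.9979 on each array.

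Scanner intensities were processed in R 4.3.3 with limma 3.58.1. The local background was corrected by normexp with an offset of 50, and log ratios were normalized by a global loess curve with a span of 0.3, with control spots at weight 0. Of 10807 spots, 1250 were controls and were then left out. Spots were averaged to 7971 probes and probes to 2854 genes, of which 2442 had 3 probes, 233 had 2 and 179 had 1. Probes of a gene differed by more than 1 on the log2 scale in the peroxide effect for some genes, and for several of the genes named in the text the range of the probes is given. Spots that the scanner software marked with flag 6 (132 spots of 1 array) were left out. Those with flag 3 were kept, a choice made after the intensities had been seen, since that flag falls mostly on the brightest spots, trxB1 among them. Leaving out every marked spot is one of the alternatives. Nearly all spots lay above their background by 2 standard deviations, so a filter on dim probes removed none. The arrays hold 1 printed block, so a loess curve per block was not fitted. Array data have no read depth, and the signal over background of each channel and the number of arrays limit the precision.

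Arrays of a comparison from the same fermentation were averaged, which gave 6 ratios. The model had a genotype coefficient for the 4 strain ratios and a peroxide coefficient for the 2 peroxide ratios, with no intercept and 4 residual degrees of freedom before moderation. It treats the strain ratios before and after the pulse as independent, though those of a fermentation come from the same cultures. A second model with a coefficient for each comparison gave the strain difference without and after peroxide and their difference (the interaction). Genes were called affected at a Benjamini-Hochberg adjusted p under 0.05 over all genes and a fold change of at least 1.5. Tests are two-sided. The paper used an unadjusted p under 0.01 with the same fold change from an analysis of variance in R/maanova, which was tried as an alternative threshold within limma, and an ordinary linear model was tried as an alternative test.

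The 24 gene lists were purine biosynthesis, pyrimidine biosynthesis, the fatty acid biosynthesis cluster, the SOS response and DNA repair, peroxide and thiol defence, pyruvate oxidases, chaperones and proteases, ribosomal proteins, glycolysis and lactate formation, phosphotransferase systems, ATP synthase, sulfur amino acid biosynthesis, the iron and sulfur cluster locus, manganese transport, the non-ribosomal peptide locus, nitrate reductase and molybdopterin, inositol catabolism, the prophages P1 and P2a, the plasmid genes, the thioredoxin genes, and from the paper itself Table 3 and the genes marked with either motif. Only 432 loci carried a gene symbol, some of them through Additional file 1, so lists defined by symbols hold named genes only. The list of glycolysis and lactate formation holds fba, gapB, tpiA, pyk, pfkA and eno, and no lactate dehydrogenase gene. That of chaperones and proteases also holds the alkaline shock genes asp1 and asp2 and the regulator gene hrcA. Lists were tested by camera with an inter-gene correlation of 0.01 and again with it estimated, and by fry, with adjustment over the lists of an effect. The manganese list has 1 member and was not tested as a set. The 134 genes named individually are those the paper names in its results text, Table 3 and Table 4, whose values in the paper had been seen, the 10 most raised and the 10 most lowered affected genes of each effect that changed the same way in every array, and the most changed members of each list. The comparisons, tests, lists, thresholds and this rule, and all alternatives except those said to be added, were chosen before the data were examined.

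RNA of the same fermentation is shared between comparisons. Deviations of same-numbered arrays from the mean of their comparison correlated across genes from -0.62 to 0.17, so an alternative fits each array with the experiment as a random block (estimated correlation 0.090). A common block correlation cannot represent pairs of arrays with opposite signs, and that fit counts experiments 1 and II of a fermentation as separate replicates, so it does not remove the dependence. The alternatives covered background correction, median centring, the authors' table with and without averaging, each array as a replicate, the replicate block, the quantification day as a block, the marked spots, the median of probes, the test, the thresholds and leaving out each replicate. The fit was tested on simulated data with 2854 genes and changes added to 25 genes of each size, and 100% of changes of 2 on the log2 scale were recovered for both effects. For changes of 1 upward it recovered 92% for genotype and 72% for peroxide, and for changes of 1 downward 84% and 76%. The simulated ratios had independent errors and many changed genes, while the real ratios share RNA. These shares therefore need not hold for the real data. An upstream search for the LexA motif needs the genome sequence, which was not used here. Figures were drawn with Python 3.11.15.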

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

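The tests of swapped labels, of the treated wild-type RNA, of dye bias and of other sign patterns of the ratios were chosen only after the result was seen, and those of dim spots and of position were written before it.

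Among 134 named genes, 9 had a strain ratio on 1 of the 4 arrays set far from the other 3. The share of the range taken by that gap was 0.849 for pts9AB, 0.852 for groES, 0.850 for lp_1230, 0.882 for lp_1360, 0.843 for lp_1880, 0.865 for atpF, 0.932 for pos3, 0.891 for pyrE and 0.916 for kat. Chance gives about 1 in 20, or 6.7 genes, so the number is close to chance. The array set apart was that of fermentation A without peroxide for lp_1360, atpF, pos3, pyrE and kat, that of fermentation A after peroxide for groES and lp_1230, and that of fermentation B after peroxide for pts9AB and lp_1880. The strain ratio of kat, for example, was 0.87 on the first of these and between -0.032 and 0.044 on the others.

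The strain difference after peroxide less that before it moved in 10 gene lists by camera with a preset correlation. All but pyrimidine biosynthesis and ribosomal proteins were chosen in part on these samples and moved against their peroxide medians (-1.32 for the fatty acid cluster). The wild-type RNAs behind that choice enter this difference with the opposite sign. Selection alone can therefore give such moves, which are not independent evidence. The pyrimidine and ribosomal lists moved with their peroxide medians (-0.16 and 0.30). The medians on the log2 scale were -0.43 for chaperones and proteases, 0.89 for the fatty acid cluster, 0.12 for nitrate reductase and molybdopterin, 0.41 for the non-ribosomal peptide locus, -0.35 for peroxide and thiol defence, 0.10 for prophage P1, 0.31 for prophage P2a, -0.35 for pyrimidine biosynthesis, 0.15 for ribosomal proteins and -0.086 for the SOS response and DNA repair. With the correlation estimated, none had an adjusted p below 0.765, and by fry none below 0.997 for a move one way or 0.977 for either direction. No single gene of the interaction passed the adjusted threshold of limma, 27 had an unadjusted p under 0.05, and the ordinary linear model also called 0.

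After peroxide, the strain differences of fermentations A and B ran against each other across genes (r = -0.412), while those without peroxide did not (r = 0.30). Both values compare experiment 1 with BIO only. In the authors' ratios after peroxide, BIO gave r = -0.43 with experiment 1 and a weaker -0.21 with experiment II. Without peroxide BIO gave 0.27 and 0.25 there. The values argue against swapped dyes or strain labels on the fermentation B array, where trxB1 still had a log2 ratio of 4.19. They also argue against noise of dim spots, since the brightest genes gave r = -0.446. The trxB1 ratio cannot show whether treated and untreated RNA of a strain were exchanged, so that stays open. A difference between the fermentations in the peroxide-treated wild-type RNA, which both the strain ratio after peroxide and the peroxide ratio contain, stays open: the 2 fermentation differences correlated with r = -0.401, between the bounds set for and against it. Simulated arrays that share this RNA, with differences of equal size in every RNA, gave r = -0.51, so the negative value is no evidence for a larger difference in that RNA, and a simulated value excludes nothing either. A difference between the cultures in their response 30 min after the pulse also stays open and was not tested.

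Of all genes, 4 were at least 1.5-fold higher in all 6 ratios (trxB1, lp_1708, mntH2 and lp_RNA02), and none was higher in the strain ratios and lower in both peroxide ratios. Since no dyes were swapped, a gene-specific dye bias and a response shared by overexpression and peroxide cannot be told apart for lp_1708, mntH2 and lp_RNA02. Among the 23 SOS and DNA repair genes, strain differences lay between -0.31 and 0.23, while 10 were up-regulated after the pulse. As a dye bias shifts both ratios alike, these values argue against dye bias alone for those 10. For trxB1 the plasmid gives a biological reason for the strain ratios, which were at least 3.88, against at most 1.14 for the peroxide ratios.

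Of the 27 transcripts of Table 3, 9 of unrelated function shared one profile over the 6 ratios (ica3, tag2, lp_1237, lp_1081, lp_1023, lp_3278, lp_1087, antilp_3469 and lp_p3_05), as did 127 of 2824 other genes. The profile is the mean of ica3, tag2, lp_1081 and lp_1087 and was found in these data, so those 4 belong to it by construction. The distance between their spots lay at percentile 21.07 of random sets, just past the bound of 20 set in advance, which argues only mildly against a shared position on the array. Their median intensity lay at percentile 17.87, so low signal may contribute to the shared profile. No biological explanation was tested.

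For the strain comparison, the 4 ratios allow 8 sign patterns, too few for a share under 0.05. The real pattern called 2 genes and was the only pattern (1 of 8) to call as many, and the highest of the others called 0.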

How the results depend on the processing

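The alternatives that used the authors' table together with the threshold of the paper, and the one that left out the array of both strains after peroxide in fermentation B, were chosen after seeing the data. The filter on dim probes removed no probe and so tests nothing. No strain ratio of experiment II was computed from scanner intensities. Without replicate 1 the strain effect therefore rests on fermentation B alone, and without replicate BIO on fermentation A alone. Leaving out replicate II changes only the peroxide ratio of fermentation A. Loess per printed block was not run because the arrays hold 1 block, and the LexA motif search was not run because the genome sequence was not used here. Without replicate BIO the model with a coefficient for each comparison has no residual degrees of freedom, so its effects have no value there, and lists were not retested under other thresholds for single genes.

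Without background correction, with plain background subtraction and at an adjusted p without a fold change, every total of affected genes that could be computed stayed within 1.5 times the value reported, while the down-regulated genes after peroxide went from 4 to 2 without background correction. No named gene affected in the reported fit changed direction under any alternative run. The cause of the changes below was not tested, apart from those that follow from a laxer threshold, from fewer arrays or, for trxB1, from missing spots.

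For genes affected in NZ7602 (2 as reported), median centring gave 5, each array as a replicate 4, the quantification day as a block 4, leaving out every marked spot 1, the ordinary linear model 0 and the unadjusted threshold of the paper 8. The added alternatives gave 5 with the authors' table and the ordinary model and 10 with the authors' table and limma, and leaving out each replicate gave 1 to 2.

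For genes affected by peroxide (52 as reported), median centring gave 102, the authors' ratios gave 209 with each array as a replicate and 108 with fermentations averaged, each scanner array as a replicate 168, the ordinary linear model 0 and the threshold of the paper 150. With each array as a replicate and the experiment as a block there were 165, including 51 of the 52, and with the day as a block 159. The added alternatives gave 166 with the authors' table and the ordinary model, 218 with limma and 121 without the fermentation B array. Leaving out a replicate gave 27 without replicate 1 and 74 without replicate II. Without replicate BIO only fermentation A measures the peroxide effect, so no count is given.

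For genes affected in both (0 as reported), median centring gave 4, the authors' table 2 with each array as a replicate and 1 with averaging, each scanner array 3, the replicate block 1, the day block 3, the median of probes 1, the threshold of the paper 5, and the added alternatives 3 with the authors' table and limma and 2 without the fermentation B array. For the interaction (0 as reported), the threshold of the paper gave 1, and the authors' table at that threshold 2 with the ordinary model and 10 with limma.

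For the strain difference without peroxide (1 as reported), the averaged authors' table, leaving out every marked spot and the ordinary linear model gave 0, the threshold of the paper 9, and the added alternatives 4 and 10. For that after peroxide (1 as reported), the authors' table gave 3 with each array as a replicate and 2 with averaging, leaving out marked spots 0, the ordinary model 0, the threshold of the paper 7, and the added alternatives 6 and 15. Leaving out a replicate gave 0 to 1 for both. Without the fermentation B array, 1 gene was affected after peroxide, but it was lp_1230 and not trxB1.

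The correlation of the strain and peroxide changes (0.125 as reported) was -0.260 without replicate 1 and 0.206 without replicate II, its lowest and highest values with a replicate left out. Under the other alternatives it ranged from 0.039 without marked spots to 0.288 without the fermentation B array, with 0.278 under median centring and 0.044 with the authors' table by array. Camera with the preset correlation found 7 lists changed in NZ7602, 4 with variances not moderated (the ordinary linear model), 6 to 14 with a replicate left out and 15 without the fermentation B array. For peroxide it found 18, with 20 without replicate 1 and 18 without replicate II. With the correlation estimated, no list passed for either effect (smallest adjusted p 0.44 and 0.15), though after peroxide 1 list (the LexA motif genes) did under median centring and 3 (with the SOS list and the second motif) with the authors' table by array. By fry, 7 lists moved one way after peroxide and 0 in NZ7602, and 11 and 5 in either direction. With median centring all 10 lists found in NZ7602 were raised, against 5 raised and 2 lowered as reported.

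Camera's direction for the strain difference of a list, whose median is given in brackets, reversed for ATP synthase (-0.015) and ribosomal proteins (0.13) under median centring, and for peroxide and thiol defence (0.0011) with the averaged authors' table. With a replicate left out, the median ranged from -0.54 to 0.31 for inositol catabolism, from -0.57 to 0.33 for the non-ribosomal peptide locus, from -0.48 to 0.17 for prophage P2a, from -0.48 to 0.90 for purine biosynthesis and from -0.26 to 0.31 for prophage P1. The reversals were without replicate 1, except for prophage P1, where they were without replicate BIO and without the fermentation B array (-0.15).

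Of 314 other gene and list results, 310 kept their call (up, down or none) without background correction and 313 with plain subtraction. The median of probes kept 307, median centring 283, the replicate block 276 and the authors' table by array 260. Most had no call, and the ordinary model, calling 0 genes, kept 268, so these counts cannot show robustness. The signal was 4.53 to 10.6 times background. For the peroxide ratios, fermentations A and B correlated with r = 0.27 in the dimmest genes and 0.66 in the brightest, but for the strain ratios without peroxide with 0.44 and 0.25, so low signal did not limit every comparison alike.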

Differences from the paper's values

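The counts below stand beside those of the paper although the thresholds differ: the paper used an unadjusted p under 0.01, and the reported fit an adjusted p under 0.05, both with a fold change of at least 1.5. In NZ7602, 2 transcripts were affected, and the paper's count is 27. None of the alternatives set before the data were examined came within 1.5 times this count, including the threshold of the paper (8 transcripts). The authors' table at that threshold, chosen after seeing the values, called 10 with limma and 5 with an ordinary linear model. Of the 27 transcripts of Table 3, the reported fit called 2, the threshold of the paper 8, median centring 5, and each array as a replicate or the day as a block 4. The authors' table called 3 with each array as a replicate at the adjusted threshold, and the alternatives chosen after seeing the values called 10 (limma, dropping 17) and 5 (ordinary model, dropping 22).

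After the pulse, 52 transcripts were affected, and the paper's count is 267. They were 48 up-regulated and 4 down-regulated, against the paper's 159 and 108. With the authors' table and each array as a replicate, the counts were 209 (132 and 77), which is within 1.5 times the paper's in all of these. The count of up-regulated transcripts alone was also within 1.5 times with each scanner array as a replicate (113), with the replicate block (111) and with the day as a block (107). None of the other alternatives set before the data were examined came as close, including the threshold of the paper (150, with 93 and 57). The authors' table with limma at the threshold of the paper, chosen after seeing the values, gave 218 (135 and 83) and drops 54 of the paper's 267. With an ordinary linear model, also chosen after seeing the values, it gave 166 (108 and 58), close for the up-regulated count only, and drops 105. Of the 267, the reported fit called 52, the authors' table with each array as a replicate 204, each scanner array 167, the replicate block 164, the day block 158, the threshold of the paper 143, the authors' averaged table 106, median centring 81 and the fit without replicate II 66. Without the array of both strains after peroxide in fermentation B, chosen after seeing the values, 119 were called.

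In both datasets 0 transcripts were affected, and the paper's count is 16. Up-regulated in both were 0, and the paper's count is 15. None of the alternatives set before the data were examined came within 1.5 times these counts, and the threshold of the paper came closest (5 and 5). Of those chosen after seeing the values, the authors' table with limma at the threshold of the paper gave 3.

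The fold changes themselves were not among the differences: all 27 of Table 3 and all 267 of Additional file 1 lay within 1.5 times of the fold change printed there and on the same side of 1. The paper counts ica3, tag2, lp_1081 and lp_1087 of Table 4 as up-regulated in both datasets. Here 11 of the 16 transcripts were higher in both, and these 4 had mean values below 0 after the pulse, with log2 fold changes of -0.36, -0.39, -0.61 and -0.39. None of the 4 passed the threshold (adjusted p from 0.42 to 0.61), and all were below 0 in fermentation A and above 0 in fermentation B (0.28 to 0.54). The folds that Table 4 itself prints for these 4 with peroxide are also below 1. The paper proposes that peroxide induces trxA2 and trxB1. Here both had positive values, 1.16 and 0.90, that did not pass the adjusted threshold. Of the alternatives set before the data were examined, trxA2 passed with median centring, each array as a replicate, the replicate block, the threshold of the paper and the authors' table, and trxB1 with the authors' table. Of those chosen after seeing the values, trxA2 passed in all 3 and trxB1 with the authors' table and limma. The paper describes glycolysis as down-regulated by peroxide, and also reports interrupted lactate production, which arrays do not measure. Of 6 named genes of glycolysis (fba, gapB, tpiA, pyk, pfkA and eno), 4 were higher and 2 lower here. The gapB gene, which the paper also lists as raised, was up-regulated (log2 fold change 0.72). No lactate dehydrogenase gene is in this list, nor are the mannose PTS and fruK that the paper names as lowered.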

Other observations

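After the pulse in the wild type, 48 of 52 named ribosomal protein genes had a log2 fold change above 0, with a median log2 fold change of 0.30 and none affected by limma over all genes or over the list alone, while 15 had an unadjusted p under 0.05. Camera raised this set with a preset correlation (adjusted p = 1.9e-08) but not with the correlation estimated (adjusted p = 0.29). Of 42 plasmid genes, 41 had a value below 0 after the pulse, with a median of -0.32, none affected over all genes or the list alone and 13 at an unadjusted p under 0.05. In NZ7602, 38 of these plasmid genes had a value above 0, with a median of 0.20, and 2 were up-regulated when adjusted over the list alone (lp_p2_01 and lp_p2_02, 1.15 and 1.31). Camera raised the plasmid genes in NZ7602 with a preset correlation (adjusted p = 1.6e-11) but not with the correlation estimated (adjusted p = 0.44).

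All 7 genes of inositol catabolism had a log2 fold change below 0 after the pulse, with a median of -0.89, none affected over all genes or the list alone and 2 at an unadjusted p under 0.05. The 6 genes of ATP synthase had medians of -0.0090 after the pulse and -0.22 in NZ7602, with none affected in either over all genes or the list alone and with 0 and 2 at an unadjusted p under 0.05. Under median centring the first of these medians was 0.63. The 5 pyrimidine genes had a median of -0.16 after the pulse, with none affected over all genes or the list alone and 0 at an unadjusted p under 0.05. The ordinary linear model called 0 genes at an adjusted p under 0.05 for either effect.

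The strain difference without peroxide and that after it were also fitted apart. By limma, 1 gene, trxB1, was affected in each, and 79 and 50 genes had an unadjusted p under 0.05, where chance gives 142.7. Counts this far below chance do not measure how many genes differ.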
